# mTOR inhibition amplifies the anti-lymphoma effect of PI3Kβ/δ blockage in diffuse large B-cell lymphoma

**DOI:** 10.1038/s41375-022-01749-0

**Published:** 2022-11-09

**Authors:** Wendan Xu, Philipp Berning, Tabea Erdmann, Michael Grau, Nardjas Bettazová, Myroslav Zapukhlyak, Fabian Frontzek, Corinna Kosnopfel, Peter Lenz, Michael Grondine, Brandon Willis, James T. Lynch, Pavel Klener, Stephan Hailfinger, Simon T. Barry, Georg Lenz

**Keywords:** B-cell lymphoma, Targeted therapies

## Abstract

Diffuse large B-cell lymphoma (DLBCL) is an aggressive disease that exhibits constitutive activation of phosphoinositide 3-kinase (PI3K) driven by chronic B-cell receptor signaling or PTEN deficiency. Since pan-PI3K inhibitors cause severe side effects, we investigated the anti-lymphoma efficacy of the specific PI3Kβ/δ inhibitor AZD8186. We identified a subset of DLBCL models within activated B-cell–like (ABC) and germinal center B-cell–like (GCB) DLBCL that were sensitive to AZD8186 treatment. On the molecular level, PI3Kβ/δ inhibition decreased the pro-survival NF-κB and AP-1 activity or led to downregulation of the oncogenic transcription factor MYC. In AZD8186-resistant models, we detected a feedback activation of the PI3K/AKT/mTOR pathway following PI3Kβ/δ inhibition, which limited AZD8186 efficacy. The combined treatment with AZD8186 and the mTOR inhibitor AZD2014 overcame resistance to PI3Kβ/δ inhibition and completely prevented outgrowth of lymphoma cells in vivo in cell line- and patient-derived xenograft mouse models. Collectively, our study reveals that subsets of DLBCLs are addicted to PI3Kβ/δ signaling and thus identifies a previously unappreciated role of the PI3Kβ isoform in DLBCL survival. Furthermore, our data demonstrate that combined targeting of PI3Kβ/δ and mTOR is effective in all major DLBCL subtypes supporting the evaluation of this strategy in a clinical trial setting.

## Introduction

Diffuse large B-cell lymphoma (DLBCL) represents the most common malignant lymphoma subtype in adults accounting for approximately 30% of all lymphoma cases [1]. DLBCL is a heterogeneous diagnostic category with respect to biology, genetic aberrations, and clinical presentation [2]. Although in more than two-thirds of patients a sustainable response is achieved by first-line treatment with rituximab in combination with cyclophosphamide, doxorubicin, vincristine, and prednisolone (R-CHOP), the remaining patients who either do not respond to R-CHOP or relapse after an initial response suffer from dismal prognosis, highlighting the need for novel therapeutic approaches [3–7].

Gene expression profiling (GEP) identified two major molecular subtypes of DLBCL in adults: activated B-cell–like (ABC) and germinal center B-cell–like (GCB) DLBCL [8]. In particular, ABC DLBCL patients are characterized by inferior prognosis compared to the GCB DLBCL patients [9]. Aberrant activation of the phosphoinositide 3-kinase (PI3K)/AKT/mTOR pathway is observed in a significant subset of DLBCL samples and is driven by chronic activated B-cell receptor (BCR) signaling or the loss of phosphatase and tensin homolog (PTEN) expression [10–13]. Whereas chronic BCR signaling, e.g. caused by mutations in *CD79B*, is a hallmark of ABC DLBCL, PTEN deficiency is frequently observed in the GCB subtype [13, 14].

Class I PI3Ks catalyze the conversion of phosphatidylinositol (4,5)-bisphosphate (PIP_2_) into phosphatidylinositol (3,4,5)-trisphosphate (PIP_3_), which serves as second messenger and contributes to the recruitment and subsequent activation of proteins containing a pleckstrin homology domain, such as AKT and BTK [15]. All class I PI3Ks are heterodimers comprising a regulatory and a catalytic subunit [16]. Four separate genes encode the catalytic subunits that are either ubiquitously expressed (α and β isoform) or predominantly in leukocytes only (γ and δ isoform) [16].

As pan-PI3K inhibitors cause severe side effects, isoform-specific inhibitors have been evaluated in various clinical trials in different hematologic and solid malignancies [17–21]. In patients with relapsed/refractory DLBCL the PI3Kδ inhibitor idelalisib showed only modest activity suggesting that more than one PI3K isoform has to be inhibited either due to functional redundancies or to prevent feedback mechanisms [22]. Accordingly, several preclinical and early clinical studies have demonstrated that combined inhibition of the PI3Kα/δ isoforms shows promising results, especially in the treatment of ABC DLBCL patients [12, 19, 23, 24]. In contrast, the role of the PI3Kβ isoform in lymphoma survival and proliferation is currently poorly understood. Thus, we sought to elucidate in this study the importance of PI3Kβ/δ signaling in DLBCL models in vitro and in vivo as well as to unravel the molecular mechanisms underlying the efficacy of AZD8186, a potent inhibitor of PI3Kβ with activity against PI3Kδ signaling [25]. We further pinpoint potential synergistic pharmacological combinations that sensitize primarily resistant DLBCL models towards PI3Kβ/δ inhibition.

## Materials and methods

### Cell culture, retroviral constructs, and transductions

Protocols are available in the Supplementary Information.

### In vitro viability assay

For viability assays, DLBCL cell lines were incubated with DMSO or different concentrations of indicated inhibitors in a total volume of 100 µL in 96-well plates. After incubation for 120 h, cell viability was measured using the CellTiter-Glo® Luminescent Cell Viability Assay (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Luminescence was measured on a Victor Multimode Reader (PerkinElmer, Waltham, MA, USA). All experiments were reproduced at least two times for the indicated cell lines.

### Gene expression profiling and quantitative PCR

Protocols are available in the Supplementary Information.

### ELISA

Secreted interleukin-6 (IL6) and IL10 levels were quantified using human IL6 and IL10 Quantikine® ELISA immunoassays (R&D Systems, Minneapolis, MN, USA) according to manufacturer’s instructions.

### Western blotting

Protocols are available in the Supplementary Information.

### Cell cycle, apoptosis, and proliferation analysis

Cell cycle analysis of fixed cells was performed on a cell analyzer NucleoCounter NC-250 (ChemoMetec, Allerod, Denmark) using the Two-step cell cycle analysis kit according to the manufacturer’s application note. Respective experiments were repeated at least three times.

To assess cell proliferation, DLBCL cell lines were stained with Carboxyfluorescein succinimidyl ester (CFSE, eBioscience, San Diego, CA, USA) prior to treatment with DMSO or indicated inhibitors. CFSE dilutions were measured on a flow cytometer after five days of incubation with DMSO or inhibitors. The mean fluorescence intensity of the inhibitor treated group was normalized to the DMSO group. Apoptosis analysis was performed in DLBCL cell lines 48 h after incubation with DMSO or indicated inhibitors using the FITC Annexin V Apoptosis Detection Kit I (Beckton Dickinson, Franklin Lakes, NJ, USA) according to the manufacturer’s recommendations. Annexin V-stained cells were measured by flow cytometry. The fractions of apoptotic cells of each treatment group were normalized to the DMSO group.

### In vivo xenograft mouse studies

Protocols are available in the Supplementary Information.

### Synergy analyses

Protocols are available in the Supplementary Information.

## Results

### PI3Kβ/δ inhibition affects the growth of selected DLBCL cell lines

To determine whether the specific PI3Kβ/δ inhibitor AZD8186 potentially represents a promising compound for the treatment of patients with DLBCL, we investigated a panel of 19 DLBCL cell lines of various molecular subtypes. First, we determined the expression status of the PI3Kα, PI3Kβ, and PI3Kδ isoforms, the phosphorylation status of AKT as a marker of pathway activation, as well as expression of PTEN. In the investigated DLBCL cell lines the three PI3K isoforms were expressed to varying degrees and there was no obvious correlation between PI3K expression levels and the DLBCL subtypes or the phosphorylation status of AKT (Fig. 1a). As previously reported, PTEN loss was detectable predominantly in models of GCB DLBCL, which renders them sensitive to AKT inhibition [12, 13].

**Fig. 1:**
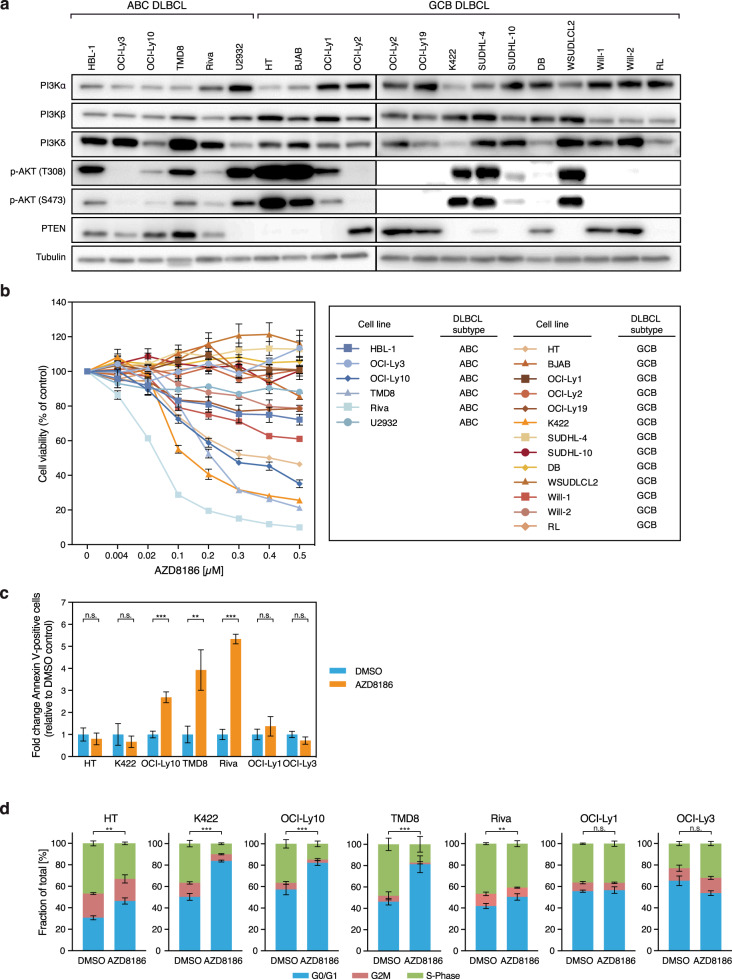
Expression of PI3K isoforms and efficacy of the PI3Kβ/δ inhibitor AZD8186 in DLBCL subtypes. **a** Expression of PI3Kα/β/δ and PTEN, as well as AKT phosphorylation was visualized by immunoblotting in the indicated six ABC and 13 GCB DLBCL cell lines. Tubulin served as loading control. **b** Cell viability of the investigated DLBCL cell lines was quantified upon single treatment with the indicated AZD8186 concentrations after 120 h using the CTG assay. Cell numbers were normalized to the solvent control. Error bars represent standard error of the mean (SEM). **c** DLBCL cell lines were treated with 0.5 µM AZD8186 for 48 h and Annexin V-positive cells were quantified by flow cytometry. The number of Annexin V-positive cells after AZD8186 treatment was normalized to those of DMSO-treated cells. **d** AZD8186 (0.5 µM) induces cell cycle arrest in G0/G1 phase after 24 h in the AZD8186-sensitive cell lines HT, K422, OCI-Ly10, TMD8, and Riva, but not in AZD8186-resistant models OCI-Ly1 and OCI-Ly3. **a**–**d** Representative data from at least three independent experiments are shown. Error bars correspond to the mean ± standard deviation (SD) if not stated otherwise. *P < .05, **P < .01, ***P < .001.

Next, we treated the cell lines with AZD8186, a PI3K inhibitor that targets preferentially PI3Kβ, but also the PI3Kδ isoform, and determined cell viability after five days [25]. Reduced viability was observed in five out of 19 DLBCL cell lines, including three out of six ABC (OCI-Ly10, TMD8, and Riva) and two out of 13 GCB (HT and K422) DLBCL cell lines suggesting that DLBCLs from both major subtypes can respond to PI3Kβ/δ inhibition (Fig. 1b). All responding cell lines exhibited pathway activation as assessed by phosphorylation of AKT, albeit to varying degree (Fig. 1a). However, not all models characterized by constitutive PI3K/AKT signaling responded to AZD8186, which might implicate that the phosphorylation status of AKT is not sufficient to predict the response to PI3Kβ/δ inhibition. Furthermore, since neither the PI3Kδ-specific inhibitor idelalisib nor the PI3Kα/δ-specific inhibitor AZD8835 could impair the growth of the GCB DLBCL lines HT and K422, our data suggest a so far unappreciated pro-survival role for the PI3Kβ isoform in DLBCL (Supplementary Fig. 1a–b).

To obtain additional insights into the nature of the growth inhibitory effect of AZD8186, we determined the rate of apoptosis and analyzed changes in cell cycle following PI3Kβ/δ inhibition. Apoptosis induction was detectable in the ABC DLBCL cell lines OCI-Ly10, TMD8 and Riva, but not in the GCB DLBCL (HT, K422) or the AZD8186-resistant cells OCI-Ly1 and OCI-Ly3 that served as negative controls (Fig. 1c). In contrast, AZD8186 treatment induced G0/G1 cell cycle arrest in all five sensitive cell lines but not in the two resistant models (Fig. 1d). Taken together, these results suggest that PI3Kβ/δ inhibition interferes with the growth of several DLBCL cell lines characterized by constitutive PI3K/AKT signaling independent of their molecular subtype.

### PI3Kβ/δ inhibition impairs NF-κB signaling in ABC DLBCLs

To understand which biologic processes are affected by PI3Kβ/δ inhibition, we performed gene expression profiling (GEP) using RNA-sequencing in two AZD8186-sensitive ABC DLBCL cell lines (OCI-Ly10 and TMD8) after 6, 12, 18, and 24 h of AZD8186 treatment (Fig. 2a; Supplementary Fig. 2; Supplementary Table 3). 

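The profiling of the ABC lines is analysed here from 14 RNA-sequencing libraries. Each AZD8186 library has a solvent (DMSO) library of the same cell line and time point, as the sample labels have it. The series' own description calls the controls untreated. OCI-Ly10 gave 4 such pairs, at 6, 12, 18 and 24 h, and TMD8 gave 3 pairs, at 6, 18 and 24 h. The Supplementary Methods state a dose of 0.5 µM, alignment with HISAT2 to the human transcriptome and quantification with RSEM. Their versions are not given in the sources used here, and the submitters' processing notes name the genome build GRCh38.p12. The authors deposited expected counts, TPM and FPKM for 21112 genes under their gene symbols. RSEM divides reads among genes of similar sequence, so values of genes with near-identical copies, such as ribosomal RNA, ribosomal protein and histone genes, are uncertain. The total of the expected counts ranged from 16293937 to 23579029 (median 17694065, n = 7) under AZD8186 and from 16854137 to 22108569 (median 19480906, n = 7) under DMSO. Ribosomal RNA took 0.706% to 4.35% of the counts of a library, the most in TMD8 at 6 h of AZD8186. Ribosomal protein genes took a median of 24.1% of the counts under AZD8186 and 19.3% under DMSO. Expected counts were rounded, normalized by TMM and tested with edgeR's quasi-likelihood test over the 11419 genes that passed its filter on low counts, with cell line and time point as terms. Adjusted p-values are by Benjamini and Hochberg's method, genes past 0.05 are called lower or higher, and a gene list was compared with the other genes by camera. Each cell line, treatment and time point has 1 library and no source states separate cultures, so that p-values measure only the spread between these libraries, which may be technical.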

An unbiased gene set enrichment analysis (GSEA) using a database of 23026 previously described gene signatures revealed that AZD8186 treatment affected the expression of genes that are enriched in several known NF-κB gene signatures or in a gene signature reflecting changes in expression caused by the PI3Kα/δ inhibitor AZD8835 (Fig. 2b; Supplementary Fig. 3a) [26]. 

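Genes that NF-κB transcription factors activate fell under AZD8186 in OCI-Ly10 and TMD8 cells. Of 42 measured genes of a list of 45 NF-κB targets, 24 were lower, 2 were higher and 16 did not pass the test (27 lower and 4 higher when adjusted over the list alone). CCL3, a chemokine induced by B-cell receptor signaling, had a log2 fold change of -2.71 (SE 0.25, adjusted p = 1.8e-05), although its reads may be shared with near-identical copies of the gene. TRAF1, an adaptor of TNF receptors, had one of -1.59 (SE 0.17, adjusted p = 4.93e-05). NFKB1, which encodes the precursor of the p50 subunit, fell by less, with -0.46 (SE 0.13, adjusted p = 0.0149), and RELA, which encodes the p65 subunit, had -0.010 (SE 0.054, adjusted p = 0.901), and 0.029 without the TMD8 pair at 6 h (0.039 without both pairs at 6 h). The 2 higher members, chosen after their values were seen, were IRF1, a transcription factor of the interferon response, with 0.32 (SE 0.083, adjusted p = 0.0102), and CD86, a ligand that costimulates T cells, with 0.36 (SE 0.10, adjusted p = 0.0155). The median log2 fold change of the list was -0.42 (camera, adjusted p = 9.62e-07, and adjusted p = 0.254 with an estimated correlation).

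Over all genes tested, 1577 were lower and 1750 higher by edgeR's quasi-likelihood test. At least a 2-fold change was seen in 118 of the lower and 143 of the higher genes, and 1079 of the lower and 1063 of the higher genes had that direction in all 7 pairs. A test on log2(TPM + 1), on which the median log2 fold change of all genes was -0.15 in place of 0.0072, gave 4279 lower and 620 higher genes, so that 87.3% of the calls in place of 47.4% were lower, and 31 lower NF-κB targets and 1 higher. Without the OCI-Ly10 pair at 18 h 970 genes were lower and 1124 higher, with 15 lower NF-κB targets and 1 higher, and NFKB1 (adjusted p = 0.0617) and CD86 (0.0751) no longer passed. Without its pair at 24 h they were 1014 and 1140, with 1 higher target, NFKB1 at adjusted p = 0.051 and CD86 at 0.0553, and without the TMD8 pair at 6 h or both pairs at 6 h 5 targets were higher. In TMD8 alone, with fewer libraries, 7 NF-κB targets were lower. Fewer still were lower in both lines without cell line and time point as terms.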

Seven of the top 30 gene sets downregulated upon AZD8186 treatment were NF-κB related signatures and contained several well-known classical NF-κB target genes, such as *CFLAR, NFKBID, NFKBIA, NFKBIE*, and *TNF* (Supplementary Table 4) [12, 27].

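All 5 of these genes fell under AZD8186, each in all 7 pairs of OCI-Ly10 and TMD8 libraries. TNF, which encodes the cytokine tumor necrosis factor, had a mean of 4.25 CPM under AZD8186 and 22.0 under DMSO, a log2 fold change of -2.13 (SE 0.25, adjusted p = 7.53e-05). The 3 genes for inhibitors of the IκB family fell by different amounts. NFKBID, from 28.0 to 9.80 CPM, had a log2 fold change of -1.60 (SE 0.18, adjusted p = 6.02e-05), NFKBIE, from 128 to 75.5 CPM, one of -0.77 (SE 0.13, adjusted p = 0.000953), and NFKBIA, from 95.4 to 63.0 CPM, one of -0.59 (SE 0.16, adjusted p = 0.0125). CFLAR encodes c-FLIP, which keeps death receptors from activating caspase-8; it fell from 435 to 290 CPM, a log2 fold change of -0.61 (SE 0.10, adjusted p = 0.000787). On GRCh38 (GENCODE 29), TNF lies on chromosome 6 from 31575567 to 31578336, NFKBIE on chromosome 6 from 44258166 to 44265788, NFKBID on chromosome 19 from 35887653 to 35902303, NFKBIA on chromosome 14 from 35401511 to 35404749 and CFLAR on chromosome 2 from 201116104 to 201176687. The p-values are from edgeR's quasi-likelihood test; an exact two-sided permutation of the signs of the 7 log2 ratios gave p = 0.0156 for each gene, the smallest that 7 pairs allow. The pair at 6 h in TMD8 had the lowest log2 ratio of TNF (-3.86), NFKBIA (-1.88) and CFLAR (-1.42), and in TMD8 alone, with 6 libraries, NFKBIE (adjusted p = 0.0936), NFKBIA (0.214) and CFLAR (0.085) did not pass. The study named these genes from these libraries, so their direction here is not independent evidence. The paper states that signatures holding these target genes were among those most downregulated, and it went on from them to measure nuclear RelA and p50.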

**Fig. 2:**
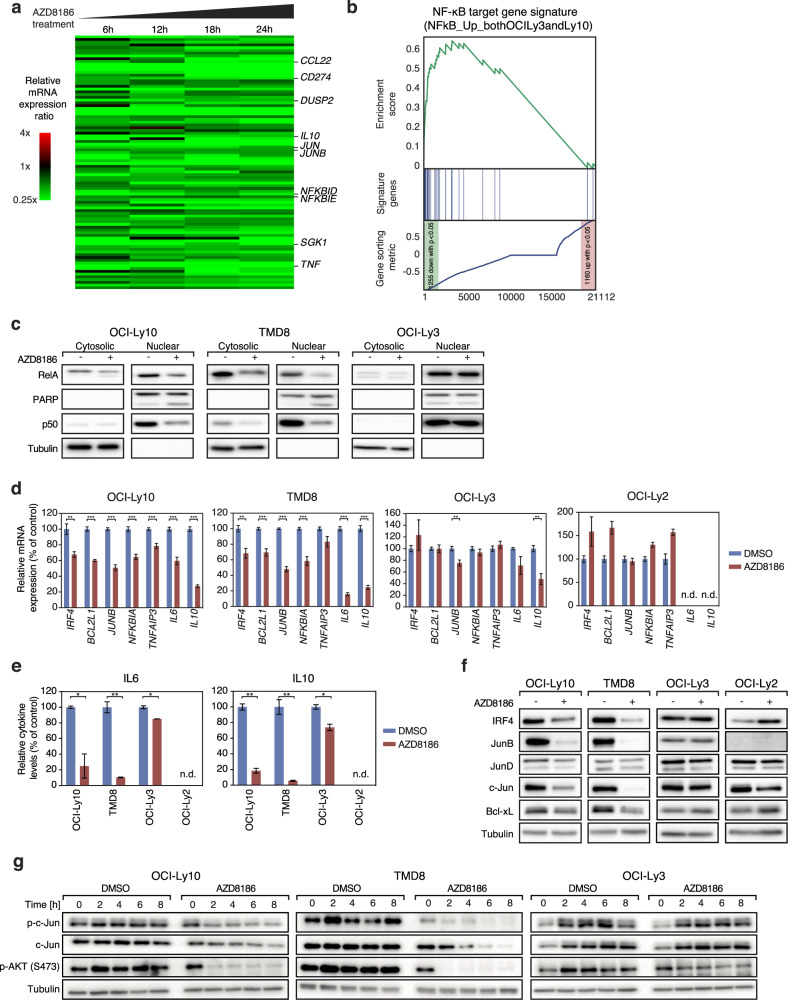
AZD8186 decreases NF-κB and JUN-family signaling in ABC DLBCL. **a** Heatmap of differentially expressed genes in OCI-Ly10 and TMD8 treated with AZD8186 for 6, 12, 18 and 24 h compared to the solvent control. Gene expression changes are depicted according to the color scale. Representative genes that are involved in critical biological processes are highlighted. **b** Gene set enrichment analysis shows a previously described NF-κB gene expression signature, which is significantly enriched with genes that are downregulated after AZD8186 treatment. **c** AZD8186 treatment results in reduced cytoplasmic and nuclear expression of the NF-κB subunits RelA and p50 in AZD8186-sensitive OCI-Ly10 and TMD8 cells, but not in resistant OCI-Ly3 cells. Successful nuclear and cytosolic fractionation is indicated by Tubulin and PARP content. **d** NF-κB target genes are downregulated on mRNA level in OCI-Ly10 and TMD8, but not in OCI-Ly3 and OCI-Ly2 cells after AZD8186 treatment for 24 h. **e** The secretion of IL6 and IL10 was quantified after AZD8186 treatment for 24 h by ELISA and normalized to the solvent control. **f** Protein expression of NF-κB targets IRF4, BCL-xL and JUN-family members (JunB, JunD and c-Jun) was donwregulated after AZD8186 treatment in OCI-Ly10 and TMD8, but not in OCI-Ly3 and OCI-Ly2 cells after 24 h of AZD8186 treatment. **g** c-Jun expression and phosphorylation was visualized after solvent or AZD8186 treatment for the indicated timepoints by immunoblotting. **a**–**g** 0.5 µM AZD8186 was used in the shown experiments. **c**–**g** Data are representative of at least three independent experiments. Error bars correspond to the mean ± SD. n.d., not detectable. *P < .05, **P < .01, ***P < .001.

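Among the genes that Fig. 2a names, IL10, SGK1, DUSP2, CD274 and CCL22 fell in all 7 pairs. IL10, a cytokine that feeds back on ABC cells through STAT3, had a log2 fold change of -1.78 (SE 0.19, adjusted p = 4.93e-05). SGK1, a kinase related to AKT, had -1.65 (SE 0.25, adjusted p = 0.000462), and DUSP2, a phosphatase of MAP kinases, -1.46 (SE 0.17, adjusted p = 8.61e-05). CD274 encodes the checkpoint ligand PD-L1 and had -1.43 (SE 0.10, adjusted p = 1.18e-05). CCL22, a chemokine, had -1.41 (SE 0.25, adjusted p = 0.00126) and fell further in TMD8 (mean log2 ratio -2.39 ± 0.25, SD, n = 3) than in OCI-Ly10 (-0.67 ± 0.33, SD, n = 4; edgeR, adjusted p of the difference = 0.00347).

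**Figure D1:**
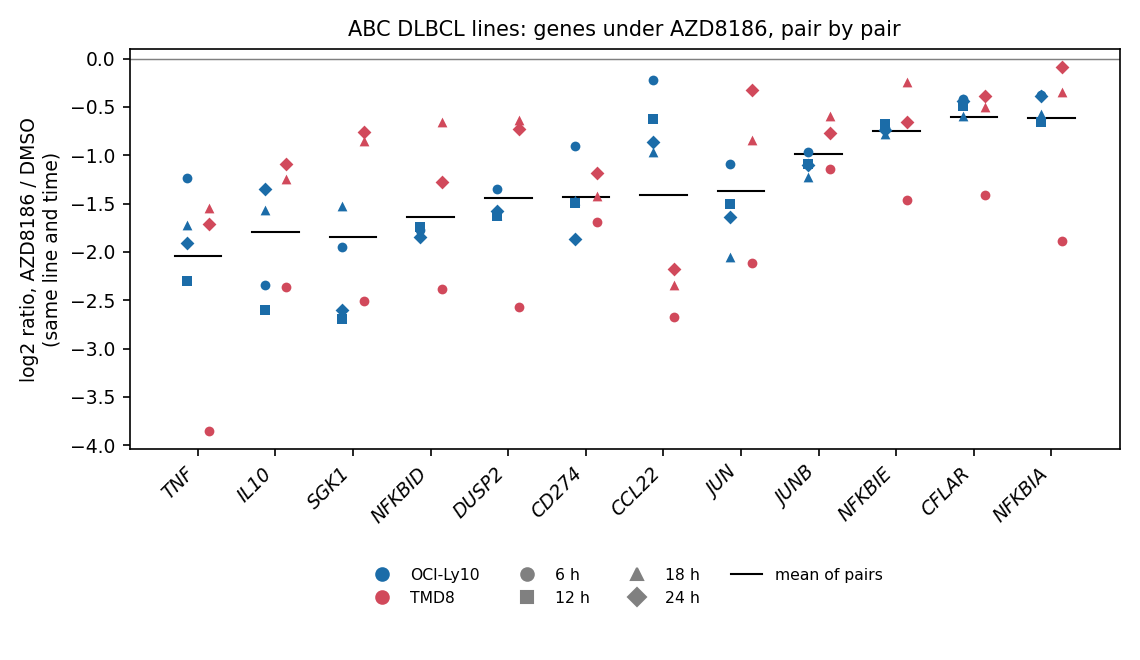
Log2 ratio of AZD8186 to DMSO (y axis) of 12 genes (x axis) in the ABC lines. Each point is 1 pair of libraries of the same cell line (color) and time (shape), the line is the mean of the 7 pairs, and all points lie below 0, from -3.86 (TNF, TMD8 at 6 h) to -0.086 (NFKBIA, TMD8 at 24 h).

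Early genes of B-cell receptor and MAP kinase signaling fell as a group: 14 of 20 measured genes of a list of 29 were lower, 1 was higher and 5 did not pass (16 lower and 1 higher when adjusted over the list alone; median log2 fold change -0.82, camera, adjusted p = 2.28e-08, and adjusted p = 0.254 with an estimated correlation). EGR2, a transcription factor induced by receptor signaling, had -2.63 (SE 0.26, adjusted p = 3.47e-05). EGR1, of the same family, had -2.59 (SE 0.28, adjusted p = 4.93e-05), with a mean log2 ratio of -2.98 ± 0.23 (SD, n = 4) in OCI-Ly10 and -0.46 ± 0.21 (SD, n = 3) in TMD8 (edgeR, adjusted p of the difference = 0.0135). The higher member was DUSP5, chosen after its value was seen, with 0.29 (SE 0.10, adjusted p = 0.0492); it did not pass without any 1 of the later OCI-Ly10 pairs (18 and 24 h) or of the TMD8 pairs (adjusted p = 0.094 to 0.178), nor with the pair as a block (0.059). The largest fall among called genes with a mean of at least 5 CPM and 1 direction in every pair was that of IL4I1, an amino acid oxidase, with -3.48 (SE 0.32, adjusted p = 1.8e-05). PDCD1 (-1.90 (adjusted p = 1.71e-05)) and LAG3 (-1.95 (adjusted p = 0.000188)), which encode inhibitory receptors, and BIK (-1.86 (adjusted p = 0.000138)), which encodes a BH3-only protein, were also among the 12 largest falls. In TMD8 alone SGK1 (adjusted p = 0.0773), DUSP2 (0.0957), EGR1 (0.454) and BIK (0.235) did not pass, and 3 of the early genes were lower.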

To validate if oncogenic NF-κB signaling is indeed downregulated following AZD8186 treatment, we analyzed nuclear RelA and p50 levels in two sensitive (OCI-Ly10 and TMD8) and one resistant (OCI-Ly3) ABC DLBCL cell line. Indeed, nuclear translocation of RelA and p50 but also the total levels of RelA were decreased upon PI3Kβ/δ inhibition in OCI-Ly10 and TMD8, but not in the insensitive OCI-Ly3 cells (Fig. 2c). Additionally, we investigated the expression of various NF-κB targets that mediate survival in ABC DLBCL, such as *IL6*, *IL10*, *IRF4*, and *BCL2L1* on mRNA level by quantitative PCR and on protein level using ELISA and Western blotting (Fig. 2d–f). On transcript level, virtually all mentioned target genes were significantly downregulated after 24 h of AZD8186 treatment in OCI-Ly10 and TMD8 (except for *TNFAIP3* expression in TMD8) whereas in insensitive OCI-Ly3 cells only two genes were moderately downregulated (*JUNB* and *IL10*) and all genes were unaffected in the resistant OCI-Ly2 cells following PI3Kβ/δ inhibition (Fig. 2d). Accordingly, IL6, IL10, IRF4, JunB, c-Jun and Bcl-xL were significantly reduced on protein level following AZD8186 treatment as determined by ELISA and immunoblotting in OCI-Ly10 and TMD8 (Fig. 2e–f). In contrast, none of these proteins were affected in the AZD8186-resistant OCI-Ly2 and OCI-Ly3 (except for a moderate impairment of IL6 and IL10 in OCI-Ly3) by AZD8186 treatment (Fig. 2e–f). Altogether, these data implicate that AZD8186, most likely due to its PI3Kδ inhibitory effect, impairs oncogenic NF-κB activity in ABC DLBCL.

Interestingly, we noticed that AZD8186 significantly decreased the protein expression of the AP-1 members c-Jun and JunB (Fig. 2f). To further decipher the molecular mechanisms underlying the AZD8186-induced downregulation of the AP-1 family members, we analyzed c-Jun Ser63 phosphorylation after AZD8186 treatment as c-Jun protein stability is regulated by SAPK/JNK-mediated phosphorylation. In the AZD8186-sensitive cell lines OCI-Ly10 and TMD8, PI3Kβ/δ inhibition led to decreased c-Jun phosphorylation after two hours and thus preceded the reduction of total c-Jun levels (Fig. 2g). To confirm that PI3Kβ/δ signaling indeed controls c-Jun phosphorylation, we treated OCI-Ly10, TMD8, and OCI-Ly3 cells with the pan-PI3K inhibitors GDC-0941 or LY294002. These analyses confirmed that PI3K inhibitors reduce c-Jun phosphorylation in sensitive but not in the insensitive OCI-Ly3 cells (Supplementary Fig. 3b). At last, to validate that downregulation of c-Jun is controlled by proteasomal degradation, we treated TMD8 cells with AZD8186 as well as with the proteasome inhibitor MG132. Under these conditions, MG132 significantly increased c-Jun expression in AZD8186-treated cells (Supplementary Fig. 3c). Collectively, our results indicate that PI3Kβ/δ inhibition induces toxicity in ABC DLBCL models by impairing the activity of the oncogenic NF-κB and AP-1 transcription factors and thus reducing the expression of pro-survival target genes.

### PI3Kβ/δ inhibition downregulates MYC signaling in GCB DLBCLs

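The profiling of the GCB lines is analysed here from 16 RNA-sequencing libraries, 8 after AZD8186 and 8 after DMSO. HT and K422 each gave 4 pairs of an AZD8186 and a DMSO library, at 6, 12, 18 and 24 h. Dose, alignment, quantification and the unit of the files were those of the ABC lines. The total of the expected counts ranged from 15820230 to 21101011 (median 18591638, n = 8) under AZD8186 and from 16991176 to 22190876 (median 18386642, n = 8) under DMSO. Ribosomal RNA took 0.690% to 2.62% of the counts of a library. Ribosomal protein genes took a median of 17.0% under AZD8186 and 14.7% under DMSO. edgeR's quasi-likelihood test covered the 10965 genes that passed the filter on low counts in these libraries. IL10, CD274, CCL22, SGK1 and IRF4 were below it, with at most 14 counts in any library, so a change in them was not detectable at this depth. Every cell line, treatment and time point again has 1 library.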

To investigate the molecular mechanisms underlying the toxicity of PI3Kβ/δ inhibition in GCB DLBCL models, we performed GEP after 6, 12, 18, and 24 h of AZD8186 treatment in the two sensitive GCB DBLCL cell lines HT and K422 (Fig. 3a; Supplementary Fig. 4; Supplementary Table 5). The GSEA identified multiple previously described MYC target gene signatures as significantly downregulated after AZD8186 treatment (Fig. 3b; Supplementary Fig. 5a). 

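Targets of MYC and other genes that build ribosomes fell together under AZD8186 in HT and K422 cells. Of 58 measured genes of the 59 listed as MYC targets, 49 were lower, 0 were higher (also 0 at an unadjusted p under 0.05) and 9 did not pass edgeR's test (49 lower and 0 higher when adjusted over the list alone). PPAN, a factor of large subunit assembly, had a log2 fold change of -0.64 (SE 0.060, adjusted p = 1.63e-06), POLR1B, the second largest subunit of RNA polymerase I, -0.50 (SE 0.047, adjusted p = 1.63e-06), and NIP7, a factor of pre-ribosomal RNA processing, -0.61 (SE 0.058, adjusted p = 1.79e-06). The list's median was -0.42 (camera, adjusted p = 5.56e-18, and adjusted p = 0.21 with an estimated correlation). Without the K422 pair at 24 h 1 member was higher, and in HT alone 3. The list follows the Hallmark collection's second set of MYC targets as written from memory.

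Of 55 genes of ribosome biogenesis outside that list, 53 were lower, 1 was higher and 1 did not pass (54 lower and 1 higher when adjusted over the list alone; median -0.49, camera, adjusted p = 2.06e-21, and adjusted p = 0.21 with an estimated correlation). RPF2, which brings 5S RNA into the ribosome, had -0.73 (SE 0.057, adjusted p = 3.84e-07), and WDR3, of the small subunit processome, -0.72 (SE 0.071, adjusted p = 2.33e-06). The higher gene, NOB1, an endonuclease of small subunit maturation named after its value was seen, had 0.17 (SE 0.055, adjusted p = 0.0183); it did not pass without the K422 pair at 12, 18 or 24 h (adjusted p = 0.0604 to 0.0772) or without 6 h (0.0545). Over all genes, 2576 were lower and 2840 higher, and 1668 and 1544 of them had that direction in all 8 pairs. A change of at least 2-fold was seen in 36 of the lower and 222 of the higher genes. On log2(TPM + 1), 3077 were lower and 2086 higher, so that 59.6% of the calls in place of 47.6% were lower. With TPM scaled without ribosomal protein genes, chosen after the data were seen, 2118 were lower and 3103 higher.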

Among the top 30 downregulated gene sets following AZD8186 treatment, five were MYC-related signatures suggesting that deregulation of the gene expression network of MYC is a central mechanism of action of PI3Kβ/δ inhibition (Supplementary Table 6). To determine the expression of MYC following PI3Kβ/δ inhibition, we treated two AZD8186-sensitive (HT and K422) and two insensitive (WSUDLCL2 and OCI-Ly2) GCB DLBCL models with AZD8186 and visualized MYC protein levels by immunoblotting. Indeed, MYC protein levels were reduced in the AZD8186-sensitive cell lines HT and K422 (Fig. 3c). In contrast, MYC levels were unaffected in AZD8186-resistant OCI-Ly2 cells, whereas in insensitive WSUDLCL2 cells an initial drop of MYC protein levels after 6 h could be detected, which recovered after 24 h of treatment (Fig. 3c). To investigate the importance of MYC downregulation by AZD8186 for cell survival, we exogenously expressed MYC in the GCB DLBCL cell line HT and monitored its response to PI3Kβ/δ inhibition. MYC expression mediated resistance to AZD8186 treatment, indicating an essential role of the transcription factor for the survival-promoting effect of the PI3K signaling pathway in GCB DLBCL (Supplementary Fig. 5b).

**Fig. 3:**
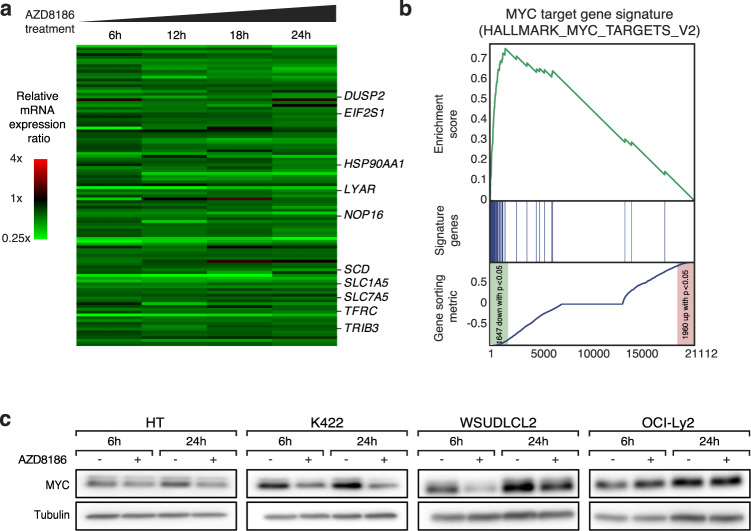
AZD8186 regulates MYC expression in GCB DLBCL. **a** Heatmap of differentially expressed genes in HT and K422 cells treated with AZD8186 for 6, 12, 18 and 24 h compared to the solvent control. Gene expression changes are depicted according to the color scale. Representative genes that are involved in critical biological processes are highlighted. **b** Gene set enrichment analysis shows a previously described MYC expression signature, which is significantly enriched with genes that are downregulated after AZD8186 treatment. **c** The indicated cell lines were treated with 0.5 µM of AZD8186 for 6 and 24 h and MYC protein expression was analyzed by immunoblotting. Tubulin served as loading control. Data are representative of at least three independent experiments.

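The genes that Fig. 3a names fell in all 8 pairs of HT and K422 libraries. SCD, the desaturase that makes monounsaturated fatty acids, had a log2 fold change of -0.90 (SE 0.10, adjusted p = 8.92e-06), and DUSP2, a MAP kinase phosphatase, -1.08 (SE 0.12, adjusted p = 6.3e-06). The amino acid transporters SLC7A5 and SLC1A5 had -0.78 (SE 0.073, adjusted p = 1.7e-06) and -0.78 (SE 0.084, adjusted p = 5.37e-06), and TRIB3, a pseudokinase induced by ATF4, -0.81 (SE 0.13, adjusted p = 0.00011). NOP16 and LYAR, nucleolar proteins of ribosome synthesis, had -0.86 (SE 0.10, adjusted p = 7.76e-06) and -0.82 (SE 0.074, adjusted p = 1.37e-06). TFRC, the transferrin receptor, had -0.73 (SE 0.074, adjusted p = 2.92e-06). EIF2S1, a subunit of the translation initiation factor eIF2, had -0.59 (SE 0.063, adjusted p = 5.26e-06), and the chaperone HSP90AA1, whose reads pseudogenes may share, -0.63 (SE 0.10, adjusted p = 0.000204). An exact two-sided permutation of the signs of the 8 log2 ratios gave p = 0.00781 for each of these genes, the smallest that 8 pairs allow.

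**Figure D2:**
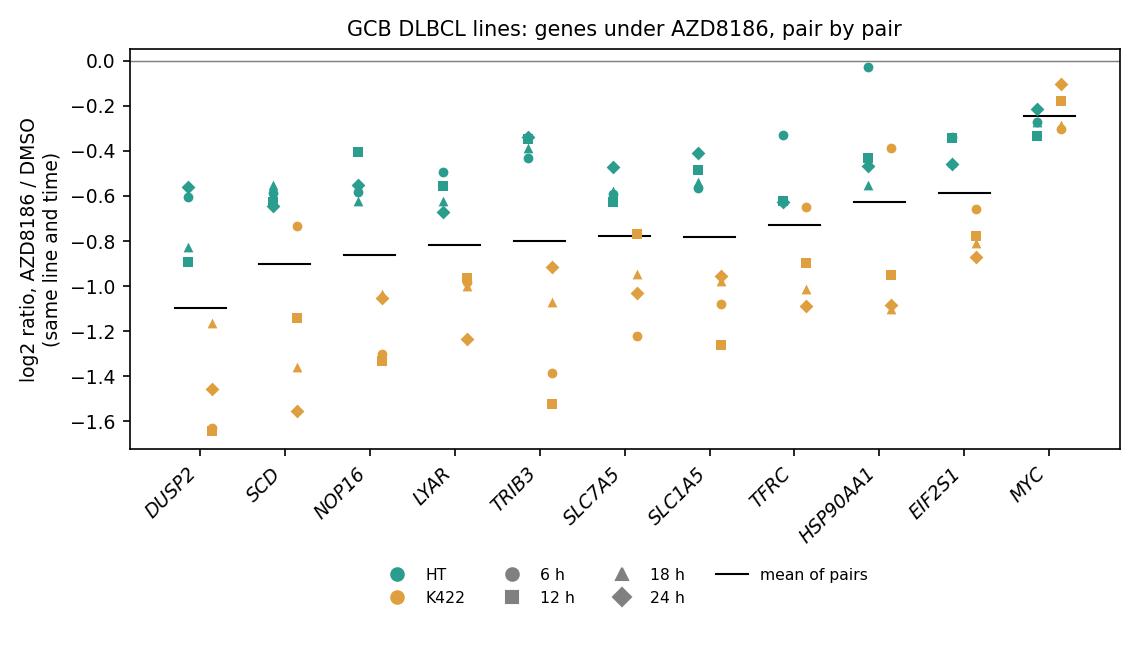
Log2 ratio of AZD8186 to DMSO (y axis) of 11 genes (x axis) in the GCB lines. Each point is 1 pair of libraries of the same cell line (color) and time (shape), the line is the mean of the 8 pairs, and all points lie below 0, from -1.65 (DUSP2, K422 at 12 h) to -0.027 (HSP90AA1, HT at 6 h).

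The groups to which these genes belong fell as well. Of 31 measured genes of sterol and fatty acid synthesis, 28 were lower, 0 higher and 3 did not pass (28 lower when adjusted over the list alone; median -0.48, camera, adjusted p = 8.06e-10, and adjusted p = 0.27 with an estimated correlation). Of 30 chaperones, 28 were lower, 0 higher and 2 did not pass (28 lower when adjusted over the list alone; median -0.49, camera, adjusted p = 4.60e-13, and adjusted p = 0.21 with an estimated correlation), among them HSPA5, the endoplasmic reticulum chaperone BiP, with -0.90 (SE 0.085, adjusted p = 1.82e-06). In neither list was a gene higher at an unadjusted p under 0.05 by edgeR. Of 28 measured genes of amino acid transport and ATF4 targets, 16 were lower and 4 higher (17 and 4 when adjusted over the list alone; median -0.25, camera, adjusted p = 1.51e-04, and adjusted p = 0.21 with an estimated correlation); the higher ones included SLC38A2 and SLC1A4, named after their values were seen, with 0.54 and 0.46. Early genes of B-cell receptor and MAP kinase signaling were lower in 12 and higher in 2 of 19 (the same counts when adjusted over the list alone; median -0.58, camera, adjusted p = 0.0147, and adjusted p = 0.435 with an estimated correlation), the higher ones being PHLDA1 (1.01 (adjusted p = 0.000182)) and SPRED2 (0.34 (adjusted p = 0.0105)), named after their values were seen. The fall of these early genes was larger in K422, with 9 of 19 genes lower and 1 higher than in HT (median difference -0.70, camera, adjusted p = 5.65e-04, and adjusted p = 0.0937 with an estimated correlation). The list's median log2 ratio at 6, 12, 18 and 24 h was -0.12, -0.22, -0.020 and 0.21 in HT and -0.48, -0.59, -0.80 and -0.45 in K422. In HT alone 6 genes were lower and the list did not pass (adjusted p = 0.0574), nor did it without terms for line and time (0.103). Only 2 ATF4 targets were higher without the HT pair at 18 h or the K422 pair at 24 h.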

Collectively, these data indicate that PI3Kβ/δ signaling regulates MYC expression in GCB DLBCLs, which might contribute to the G0/G1 cell cycle arrest observed upon AZD8186 treatment (Fig. 1d) [28].

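The MYC transcript itself fell by a small amount in HT and K422 cells. MYC lies on chromosome 8 of GRCh38 from 127735434 to 127741434 (GENCODE 29). Its mean was 202 CPM under AZD8186 and 239 under DMSO, a log2 fold change of -0.25 (SE 0.038, adjusted p = 0.000104) by edgeR's quasi-likelihood test, and it was lower in 8 of 8 pairs (exact two-sided permutation of the signs, p = 0.00781). The mean log2 ratio was -0.27 ± 0.048 (SD, n = 4) in HT and -0.22 ± 0.093 (SD, n = 4) in K422, a difference that did not pass (edgeR, adjusted p = 0.633). Each line passed alone, HT with -0.28 (SE 0.045, adjusted p = 3.54e-04) and K422 with -0.23 (SE 0.062, adjusted p = 0.0203). Without cell line and time point as terms MYC did not pass (adjusted p = 0.457). Beside MYC, CDK4, a kinase of G1 phase, had -0.36 (SE 0.067, adjusted p = 0.000495), and CDKN1B, which encodes the CDK inhibitor p27, rose with 0.87 (SE 0.076, adjusted p = 1.01e-06). From MYC-related signatures among those most downregulated, the paper proposes that a disturbed MYC network is central to how PI3Kβ/δ inhibition acts in these lines. From its data taken together it infers that the pathway regulates MYC expression. Those data include lower MYC protein in HT and K422 by immunoblotting and resistance to AZD8186 in HT cells given exogenous MYC. The RNA values here do not measure MYC protein.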

### PI3Kα mediates resistance to AZD8186 treatment

To investigate why some DLBCL cell lines are resistant against AZD8186, we monitored the activation of the PI3K-dependent phosphorylation of AKT and ribosomal protein S6 (S6) over time. Interestingly, AKT and S6 phosphorylation were initially impaired after AZD8186 treatment in all investigated DLBCL cell lines, but recovered within 24 h only in the resistant DLBCL cell lines WSUDLCL2 and U2932 (Fig. 4a). In line, the phosphorylation of PRAS40, which is part of the downstream mTOR complex 1 (mTORC1), was reduced in all cell lines, but recovered in the resistant DLBCL cell lines 24 h after treatment (Fig. 4a), suggesting that the resistant cells compensated for the lack of PI3Kβ/δ activity by an alternative way of S6 and PRAS40 activation.

**Fig. 4:**
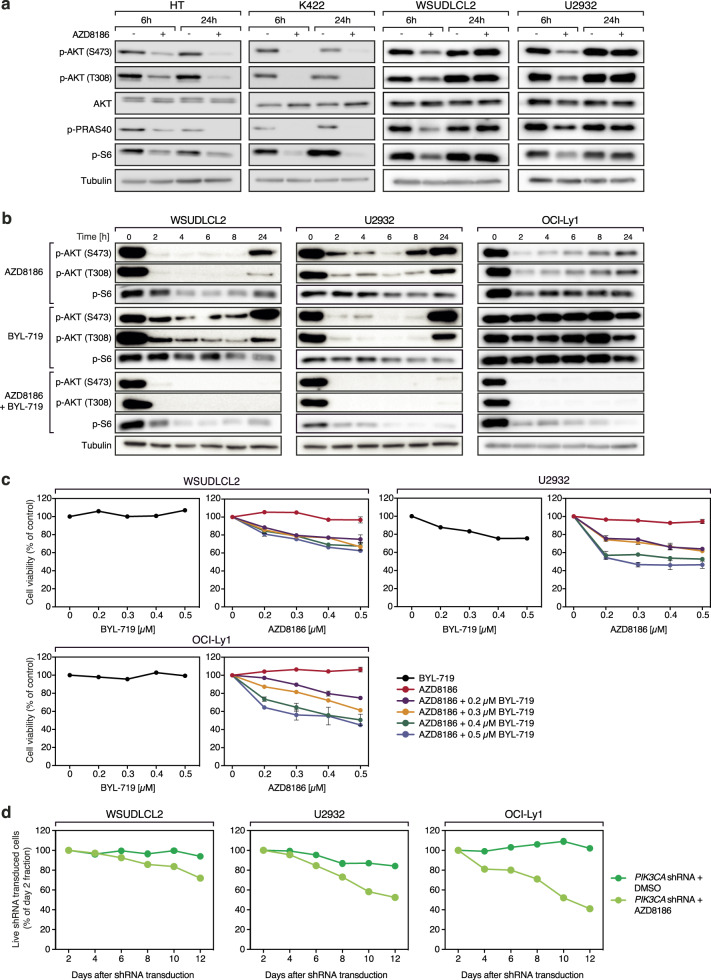
PI3Kα activity mediates resistance to AZD8186. **a** AZD8186-sensitive (HT, K422) and -resistant (WSUDLCL2, U2932) DLBCL cell lines were treated for 6 and 24 h with AZD8186 and respective lysates were analyzed for the phosphorylation of AKT, PRAS40 and S6 by immunoblotting. **b** The indicated DLBCL cell lines were treated either with AZD8186, BYL-719 or with the combination of both inhibitors and the phosphorylation status of AKT and S6 was visualized by immunoblotting. **c** Combined AZD8186 and BYL-719 treatment for 120 h induces synergistic cytotoxicity in single treatment-resistant DLBCL cells, as measured by CTG assay. Left panel shows DMSO-normalized BYL-719 treatment, right panel represents BYL-719-normalized combination treatments with AZD8186 as indicated. **d** The indicated DLBCL cell lines were transduced with a vector carrying a *PIK3CA*-specific shRNA and GFP. The proportion of GFP-positive cells was quantified after treatment with solvent or AZD8186 by flow cytometry and normalized to the control shRNA. Concentrations of inhibitors used in these experiments are as following: 0.5 µM of AZD8186 (**a**–**d**) and 0.5 µM of BYL-719 (**b**, **c**). For all experiments, the representative data of at least three independent experiments are shown. Error bars indicate SD.

As there is evidence for a functional redundancy between the PI3K isoforms, and, at least in a *PTEN*-deficient background, PI3Kα can compensate for the loss of PI3Kβ in solid tumors, we investigated the importance of PI3Kα signaling in DLBCL models resistant to AZD8186 [29–31]. Similar to the single treatment with AZD8186, the PI3Kα specific inhibitor BYL-719 led to an initial decrease in the phosphorylation of AKT in the AZD8186-resistant DLBCL cell lines WSUDLCL2, and U2932 (Fig. 4b). In contrast, in OCI-Ly1 cells AZD8186 treatment initially decreased AKT phosphorylation levels while BYL-719 treatment did not affect AKT activation (Fig. 4b). Interestingly, neither AZD8186 nor BYL-719 had the potential to suppress the activity of AKT for more than 24 h in the resistant cell lines (Fig. 4b). However, the simultaneous block of PI3Kβ/δ and PI3Kα by co-treatment of AZD8186 and BYL-719 prevented the reactivation of the signaling pathway after 24 h in the AZD8186-resistant DLBCL cell lines, suggesting a potential feedback activation by PI3Kα (Fig. 4b). To further explore whether the inhibition of PI3Kα could sensitize AZD8186-resistant DLBCL cell lines towards the PI3Kβ/δ inhibitor, we treated OCI-Ly1, WSUDLCL2 and U2932 cells with BYL-719 alone or in combination with AZD8186. Notably, the AZD8186-resistant DLBCL cell lines were also not sensitive to BYL-719 single treatment, but the combination of both inhibitors synergistically reduced cell growth of all cell lines (Fig. 4c; Supplementary Fig. 6). To confirm the role of PI3Kα in AZD8186 resistance and to avoid misinterpretation due to off-target effects of the inhibitors, we used an shRNA-based approach to silence *PIK3CA*, which encodes for PI3Kα, and additionally inhibited PI3Kβ/δ using AZD8186. Indeed, silencing of *PIK3CA* induced sensitivity to AZD8186 in all resistant DLBCL models (Fig. 4d; Supplementary Fig. 7a). Vice versa, *PIK3CB* (coding for PI3Kβ) silencing rendered the cells susceptible to the PI3Kα/δ-specific inhibitor AZD8835, suggesting that at least the PI3Kα and β isoforms have redundant molecular functions and that for some DLBCLs all three isoforms need to be targeted to induce cytotoxicity (Supplementary Fig. 7b–c).

### Dual PI3Kβ/δ and mTOR inhibition is highly effective in DLBCLs both in vitro and in vivo

Since mTOR inhibitors are in general well tolerated and demonstrated at least partial efficacy in relapsed DLBCL patients, we investigated whether mTOR inhibition is sufficient to prevent the reactivation of S6 phosphorylation in AZD8186-treated DLBCL cell lines [32–34]. Whereas neither AZD8186 nor the ATP-competitive mTORC1/2 inhibitor AZD2014 (vistusertib) were able to suppress S6 phosphorylation completely, the combination of both inhibitors strongly reduced S6 activation in AZD8186-sensitive and -resistant DLBCL cell lines (Fig. 5a). Accordingly, the combinatorial treatment with AZD8186 and AZD2014 synergistically impaired growth of AZD8186-sensitive cell lines (Fig. 5b; Supplementary Fig. 8). More importantly, we noticed that AZD2014 treatment was able to sensitize previously AZD8186-resistant DLBCL cells to PI3Kβ/δ inhibition, confirming the importance of PI3K/AKT/mTOR reactivation as a resistance mechanism in DLBCL (Fig. 5c; Supplementary Fig. 9). Single silencing of either PI3Kβ or PI3Kδ expression alone was not sufficient to promote AZD2014-induced toxicity in OCI-Ly1 cells, only the combined silencing of both isoforms potentiated the effect of AZD2014 (Supplementary Fig. 10a). In contrast, targeting mTORC1 and not mTORC2 using temsirolimus showed comparable capacity to enhance AZD8186-mediated killing similar to the mTORC1/2 inhibitor AZD2014 (Supplementary Fig. 10b). Only one cell line, OCI-Ly3, which harbors the activating *CARD11*^L244P^ mutation, did not respond to this combination treatment (Supplementary Fig. 11a, b). We thus hypothesized that the constitutive activation of CARD11 compensated for the lack of PI3Kβ/δ and mTOR signaling. To test this hypothesis, we dampened CARD11-mediated signaling by the inhibition of its downstream effector MALT1 [35]. Indeed, MALT1 inhibition rendered OCI-Ly3 susceptible to AZD8186 treatment, highlighting the potential of oncogenic CARD11 to mediate resistance against the dual inhibition of PI3Kβ/δ and mTOR (Supplementary Fig. 11c, d).

**Fig. 5:**
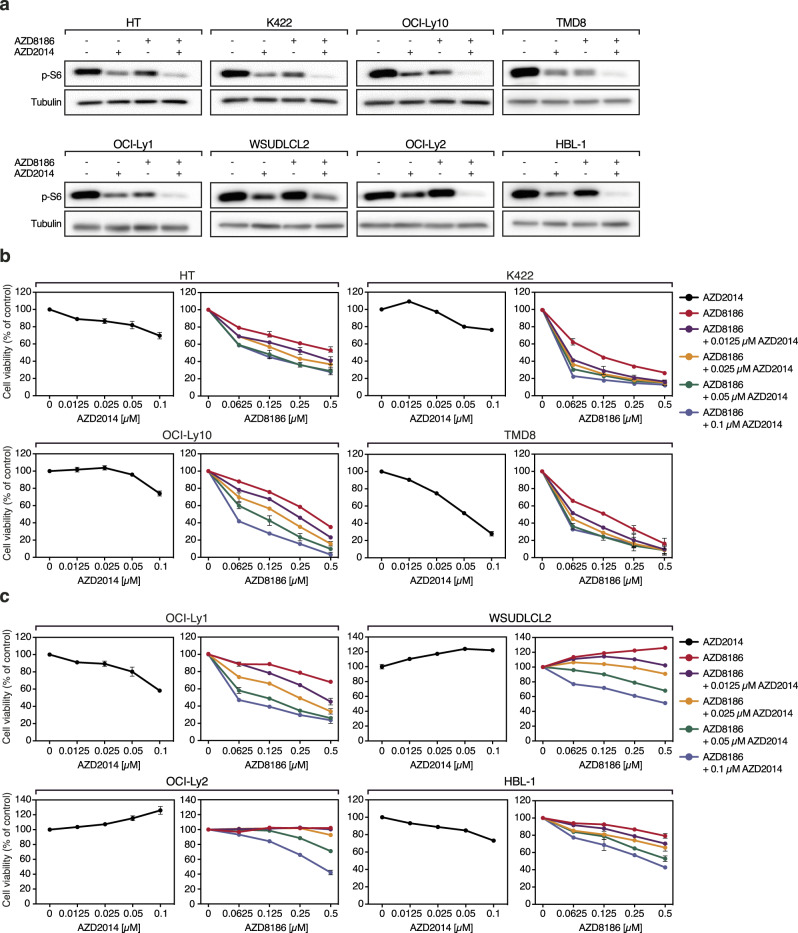
AZD8186 and AZD2014 synergistically impair the growth of DLBCL cells in vitro. **a** S6 phosphorylation was analyzed in AZD8186-sensitive (HT, K422, OCI-Ly10 and TMD8) and -resistant cell lines (OCI-Ly1, WSUDLCL2, OCI-Ly2, and HBL-1) that were either treated with AZD8186 (0.5 µM), AZD2014 (0.1 µM) or with the combination of both inhibitors for 24 h. **b, c** AZD8186-sensitive (**b**) or -resistant (**c**) DLBCL cell lines were treated for 120 h with the indicated AZD8186 and AZD2014 concentrations and cell viability was determined. For each cell line, left panel shows DMSO-normalized AZD2014 treatment, right panel represents AZD2014-normalized combination treatments with AZD8186. Data are representative of at least three independent experiments. Error bars correspond to the mean ± SD.

In comparison to the single inhibitor treatments, the combination of AZD8186 and AZD2014 resulted in increased apoptosis induction or impaired proliferation in the majority of DLBCL cell lines (Fig. 6a, b; Supplementary Fig. 12a, b). Image analysis of the fluorescently stained cellular DNA content suggested that the reduction in cell proliferation was caused by a G0/G1 cell cycle block (Fig. 6c; Supplementary Fig. 12c).

**Fig. 6:**
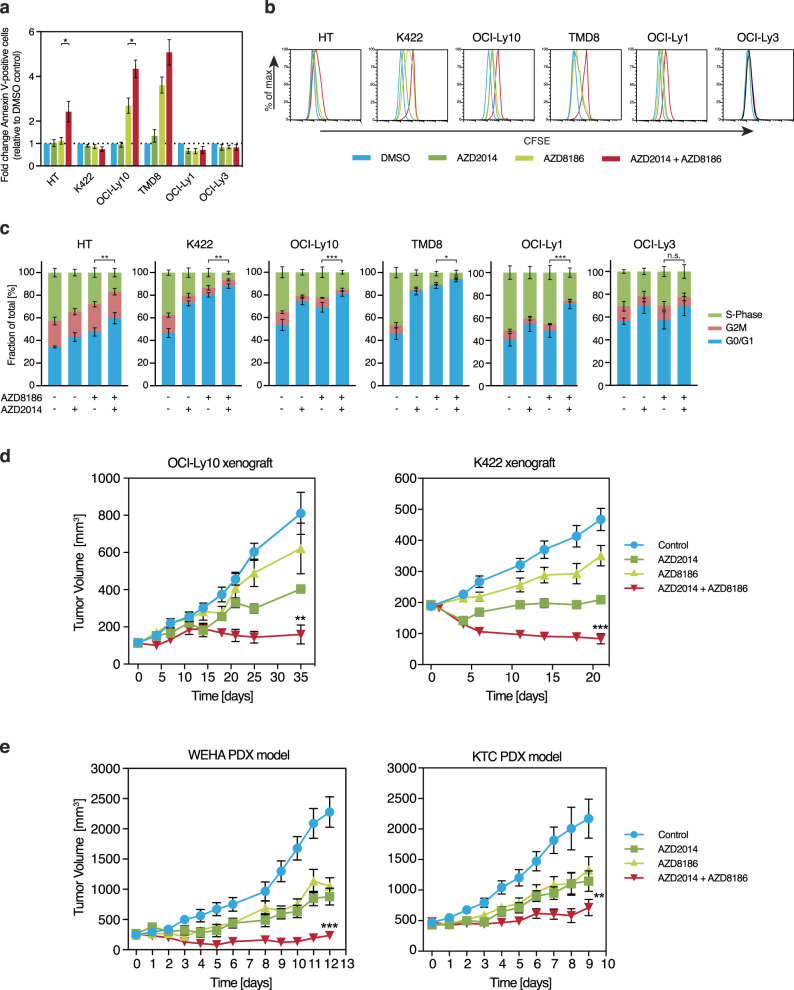
AZD8186 and AZD2014 exhibit synergistic effects in vivo. **a**–**c** DLBCL cell lines were treated either with solvent, AZD8186 (0.5 µM), AZD2014 (0.1 µM) or AZD8186 in combination with AZD2014 as indicated. **a** After 48 h, Annexin V-positive cells were quantified by flow cytometry and normalized to DMSO-treated controls. **b** CFSE dilutions were measured at 120 h of treatment by flow cytometry. Representative results of CFSE intensities are shown. **c** To assess the frequency of cells in different cell cycle phases, DNA was stained by DAPI and quantified by image analysis after 24 h of treatment. **d, e** Tumor growth curves of xenograft mouse models following treatment with vehicle control (blue), AZD2014 15 mg/kg (dark green), AZD8186 50 mg/kg (light green), and AZD2014 + AZD8186 (red). Treatment was initiated after animals developed macroscopic signs of tumors. In the OCI-Ly10- and K422-based mouse xenograft models (**d**), the combinatorial treatment significantly reduced tumor growth in comparison to single treatments (*P* = .0027 for AZD8186 [*n* = 10] vs. AZD8186/AZD2014 [*n* = 10] on day 35 for OCI-Ly10, *P* = 4.6 × 10^-5^ for AZD8186 [*n* = 9] vs. AZD8186/AZD2014 [*n* = 5] on day 20 for K422). **e** The combination of AZD8186 and AZD2014 significantly impaired tumor growth in the two independent WEHA and KTC PDX mouse models compared to AZD8186 treatment alone (*P* = .0006 for AZD8186 [*n* = 7] vs. AZD8186/AZD2014 [*n* = 7] on day 12 for WEHA, *P* = .002 for AZD8186 [*n* = 8] vs. AZD8186/AZD2014 [*n* = 8] on day 9 for KTC). Error bars indicate SEM. *P < .05, **P < .01, ***P < .001.

To evaluate the anti-tumor effect of simultaneous inhibition of PI3Kβ/δ and mTOR in vivo, we co-administrated AZD8186 and AZD2014 in an ABC (OCI-Ly10) and a GCB (K422) DLBCL xenograft mouse model. Whereas the respective single treatments were only able to slow down tumor growth in these xenograft mouse models, the combination treatment completely stabilized (OCI-Ly10) or significantly reduced (K422) the tumor size (*P* = .0027 for AZD8186 vs. AZD8186/AZD2014 on day 35 for OCI-Ly10, *P* = 4.6 × 10^-5^ for AZD8186 vs. AZD8186/AZD2014 on day 20 for K422) (Fig. 6d). To confirm these strong anti-lymphoma effects of the combined AZD8186 and AZD2014 treatment in a setting of relapsed/refractory DLBCL patients, we used two independent patient-derived xenograft (PDX) mouse models that were derived from refractory DLBCL patients. The WEHA model was generated using cells from a refractory GCB DLBCL, the KTC from a refractory non-GCB DLBCL patient. Interestingly, even in the refractory PDX models, the simultaneous PI3Kβ/δ and mTOR inhibition resulted in a significant synergistic effect compared to the single drugs alone which prevented the outgrowth of the tumor (*P* = .0006 for AZD8186 vs. AZD8186/AZD2014 on day 12 for WEHA, *P* = .002 for AZD8186 vs. AZD8186/AZD2014 on day 9 for KTC) (Fig. 6e). We detected no weight loss in the single and the dual AZD8186 and AZD2014 treated xenograft and PDX models, suggesting that the inhibitors did not provoke severe adverse side effects (Supplementary Fig. 13a, b). Taken together, these results indicate that the simultaneous pharmacological inhibition of PI3Kβ/δ and mTOR has a broad and profound anti-lymphoma activity and is able to abolish DLBCL tumor growth in vivo.

## Discussion

In the present study, we demonstrate for the first time that a subset of DLBCL models is addicted to PI3Kβ/δ signaling. Whereas dual inhibition of PI3Kα/δ has been shown to mainly affect the NF-κB-dependent ABC DLBCL subtype, we are unable to correlate the efficacy of PI3Kβ/δ inhibition with any known molecular DLBCL subtype [12]. In solid tumors, previous studies have suggested that the loss of PTEN correlates with the susceptibility towards PI3Kβ inhibition [25, 36–39]. In contrast, our current work demonstrates that the PI3Kβ/δ inhibitor AZD8186 exhibits activity in both PTEN-expressing and PTEN-deficient DLBCL models. In AZD8186-sensitive cell lines, PI3Kβ/δ inhibition impaired NF-κB signaling in ABC DLBCL, while reducing expression of the oncogenic transcription factor MYC in GCB DLBCLs. These effects most likely mediate the growth-inhibiting effect of AZD8186 in the respective DLBCL subset. 

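NF-κB targets responded differently in the GCB lines than in the ABC lines, with pairs of libraries as replicates. With the 4 cell lines as replicates limma called 0 of 11286 genes for the subtype difference. The difference is therefore one between these lines and is not established for the subtypes. In the GCB lines HT and K422, 6 of 28 measured NF-κB targets were lower and 11 higher (the same counts when adjusted over the list alone; edgeR; median log2 fold change 0.21, camera, adjusted p = 0.33), where most measured targets of the ABC lines had fallen. Between the subtypes, 14 of 40 targets differed toward higher values in GCB and 1 toward lower, by edgeR's treatment by subtype term, with a median difference of 0.67 (camera, adjusted p = 9.94e-07, and adjusted p = 0.388 with an estimated correlation). These 40 include genes below the filter in GCB. Over the 28 measured in both subtypes, a restriction chosen after the data were seen, 14 were higher and 1 lower, with a median of 0.72 (adjusted p = 2.47e-06, and 0.257 with an estimated correlation). CFLAR rose in GCB with 0.36 (SE 0.052, adjusted p = 7.37e-05), a difference of 0.97 (SE 0.13, adjusted p = 0.000107), and BCL2L1 with 0.65 (SE 0.077, adjusted p = 1.11e-05), a difference of 1.08 (SE 0.16, adjusted p = 0.000278). TNF fell in both, with -2.06 (SE 0.17, adjusted p = 8.01e-07) in GCB and a difference of 0.017 (SE 0.54, adjusted p = 0.994). AP-1 genes differed in the same direction (7 of 12 higher in GCB, 0 lower by edgeR, also 0 at an unadjusted p under 0.05; median difference 0.92, camera, adjusted p = 1.46e-05, and adjusted p = 0.153 with an estimated correlation). Over the 7 measured in both, 5 were higher, with a median of 0.69 (adjusted p = 5.48e-05, and 0.145 with an estimated correlation). In the GCB lines 1 of 8 was lower, JUNB with -0.30 (SE 0.076, adjusted p = 0.00432), and 3 were higher (the same counts when adjusted over the list alone; median -0.022, camera in the upward direction, adjusted p = 0.648), JUND with 0.73 (SE 0.12, adjusted p = 0.000122), MAFF with 0.42 (SE 0.13, adjusted p = 0.0158) and JUN with 0.32 (SE 0.13, adjusted p = 0.0473). Without the K422 pair at 24 h 1 was higher and MAFF was 0.26 (adjusted p = 0.0621), and JUN did not pass without any 1 of 5 pairs (0.0629 to 0.11; all but HT at 6 and 12 h and K422 at 6 h). JUN also did not pass with limma-voom (adjusted p = 0.0516), no count filter (0.068), cell line as the only term (0.0786), log2(TPM + 1) (0.0761), HT alone (0.186) or K422 alone (0.0661). In K422 alone 3 AP-1 genes were lower and 1 higher, and MAFF did not pass (adjusted p = 0.188). In HT alone 0 were lower and 3 higher, and JUNB, at -0.12, did not pass (0.155). Without terms for line and time JUN (0.448), JUNB (0.534) and MAFF (0.398) did not pass.

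**Figure D3:**
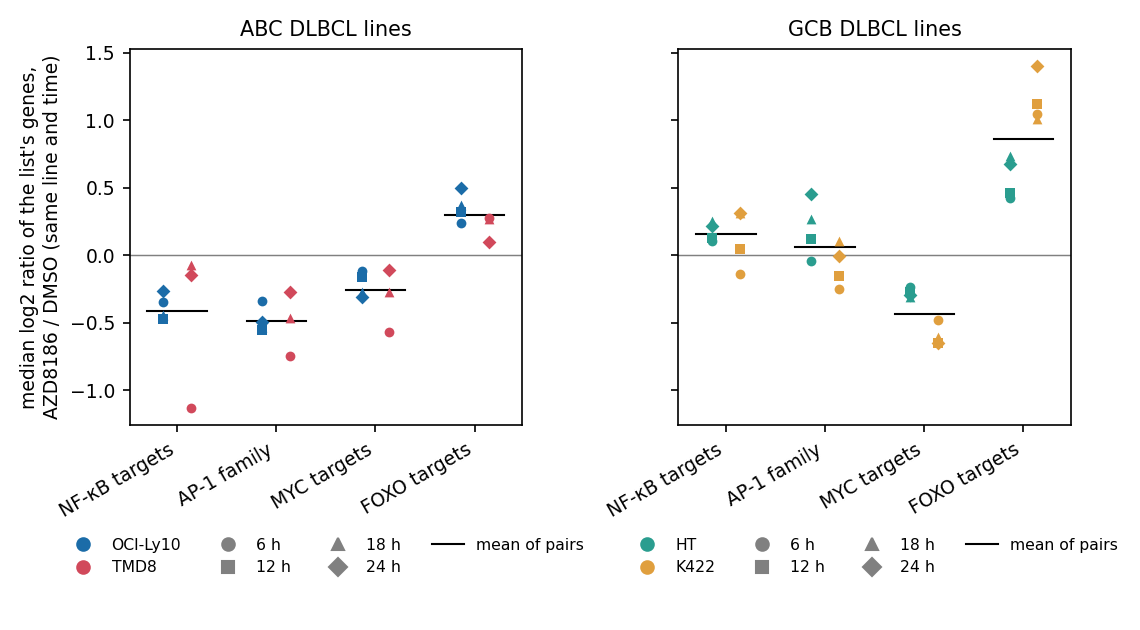
Median log2 ratio of AZD8186 to DMSO over the genes of 4 lists (x axis) in the ABC lines (left) and GCB lines (right). Each point is 1 pair of libraries of the same cell line (color) and time (shape) and the line is the mean of the pairs; MYC targets lie below 0 in all 15 pairs, NF-κB targets in all 7 ABC pairs and in 1 of 8 GCB pairs.

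MYC targets fell in both subtypes. In the ABC lines 40 of 59 were lower, 0 higher (0 also at an unadjusted p under 0.05) and 19 did not pass (44 lower when adjusted over the list alone; edgeR; median -0.26, camera, adjusted p = 9e-12, and adjusted p = 0.254 with an estimated correlation), and 37 of the 55 other ribosome biogenesis genes were lower and 0 higher (also 0 at an unadjusted p under 0.05; 40 lower when adjusted over the list alone; median -0.25, camera, adjusted p = 3.81e-12, and adjusted p = 0.254 with an estimated correlation). The MYC gene had -0.13 (SE 0.14, adjusted p = 0.502) there, 0.047 without the TMD8 pair at 6 h and 0.061 without both pairs at 6 h, and its difference between the subtypes was -0.10 (SE 0.16, adjusted p = 0.738). Over the lists, 3 of 59 MYC targets fell further in GCB and 0 less far by edgeR (1 at an unadjusted p under 0.05; median difference -0.17, camera, adjusted p = 1.42e-04, and adjusted p = 0.629 with an estimated correlation). Over all 11286 genes tested, 686 responses were lower and 826 higher in GCB than in ABC (664 and 782 of the 10203 measured in both). With the 4 cell lines as replicates limma called 0 (1408 at an unadjusted p under 0.05), and without the 12 h libraries edgeR called 836. Without the OCI-Ly10 pair at 18 h 24 MYC targets were lower in ABC. In TMD8 alone, with fewer libraries, 0 passed as lower, and few did in both ABC lines without terms for line and time. The list's median log2 ratio in TMD8 was -0.57 at 6 h, -0.27 at 18 h and -0.11 at 24 h.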

How NF-κB signaling in ABC DLBCL is impaired by PI3Kβ/δ blockade is not well understood, but direct activation of the IKK complex by AKT has been proposed [40, 41]. Furthermore, we also detected for the first time that PI3Kβ/δ signaling regulates c-Jun expression both on a transcriptional and posttranslational level in ABC DLBCL. 

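JUN, which encodes c-Jun, and other genes of the AP-1 family fell under AZD8186 in OCI-Ly10 and TMD8 cells. JUN lies on chromosome 1 of GRCh38 from 58780788 to 58784327 (GENCODE 29). It had a mean of 17.4 CPM under AZD8186 and 42.5 under DMSO, a log2 fold change of -1.32 (SE 0.18, adjusted p = 0.000202), and was lower in 7 of 7 pairs. Its log2 ratio in TMD8 was -2.11 at 6 h, -0.85 at 18 h and -0.32 at 24 h, and in TMD8 alone it did not pass (adjusted p = 0.105). JUNB had -0.99 (SE 0.086, adjusted p = 1.72e-05), also in 7 of 7 pairs, and JUND -0.35 (SE 0.11, adjusted p = 0.0292) in 5 of 7. The mean log2 ratio of JUND was -0.60 ± 0.061 (SD, n = 4) in OCI-Ly10 and -0.020 ± 0.34 (SD, n = 3) in TMD8. That difference did not pass (edgeR, adjusted p = 0.124). BATF3 and BATF, which bind DNA together with JUN proteins and IRF4, had -1.02 (SE 0.18, adjusted p = 0.00117) and -0.48 (SE 0.10, adjusted p = 0.00285). Of 12 measured genes of an AP-1 list of 17, 8 were lower, 0 were higher (also 0 at an unadjusted p under 0.05) and 4 did not pass (10 lower when adjusted over the list alone; edgeR). The median log2 fold change was -0.48 (camera, adjusted p = 2.08e-04, and adjusted p = 0.0805 with an estimated correlation). Without the OCI-Ly10 pair at 18 h or that at 24 h 5 members were lower, and JUND lost its call without any 1 pair but those of TMD8 at 6 and 18 h (adjusted p = 0.0504 to 0.117). In TMD8 alone, with fewer libraries, fewer members still were lower.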

Jun signaling has been shown to contribute to lymphoma growth and dissemination to extra-nodal sites, highlighting the potential of PI3K inhibitors to impede several key pathways important for DLBCL survival and dissemination [42].

Whereas PI3Kβ/δ inhibition resulted in an initial reduction of the activity of the AKT/mTOR/S6 axis in the majority of the DLBCLs, we observed a reactivation of the signaling pathway after 24 h in the AZD8186-resistant DLBCL models. Since the simultaneous blockade of PI3Kα or mTOR prevented this rebound, we propose a mechanism in which PI3Kβ/δ inhibition promotes a PI3Kα-mediated mTOR activation [43]. How PI3Kα is activated in PI3Kβ/δ inhibited DLBCL cells and why only a selection of DLBCL cell lines can escape PI3Kβ/δ inhibition remain unclear. Resistance against the PI3Kδ-specific inhibitor idelalisib has been correlated with increased phosphorylation of BCAP and CD19 or CXCR4 upregulation, driving the reactivation of the PI3K pathway [24, 44, 45]. A similar model has been proposed in *PTEN*-mutated solid cancer cells, in which PI3Kβ inhibition leads to IGF1R-dependent reactivation of PI3Kα [31].

To circumvent potential resistance by upregulation/reactivation of distinct PI3K isoforms, the use of a pan-PI3K inhibitor would seem the logical choice for anti-lymphoma treatment. However, the respective drugs experienced a setback due to the lack of activity and safety concerns [46]. Thus, we propose a combination of an isoform-specific PI3Kβ/δ inhibitor with an mTORC1/2 inhibitor, especially since this combination did not lead to a treatment-associated weight loss in treated mice and resulted in a stabilization/regression of the tumors in the cell line- and patient-derived DLBCL xenograft models. The monotherapy with mTORC1 or mTORC1/2 inhibitors is generally well tolerated by patients, but exhibits only a limited efficacy with approximately 30% of patients responding to treatment [34, 47, 48]. Our results suggest simultaneous PI3Kβ/δ blockade would not only markedly increase the efficacy of mTOR inhibitors but would also sensitize mTOR or PI3Kβ/δ inhibitor-resistant cells to the treatment, independent of their DLBCL classification. Strikingly, the combinatorial treatment also showed activity against cells originating from refractory GCB and non-GCB DLBCL patients, indicating that dual mTOR and PI3Kβ/δ inhibition might represent a promising novel strategy to target tumor cells resistant to first-line therapy.

The only DLBCL model investigated which neither responded to AZD8186 monotreatment nor to the combination with AZD2014, was OCI-Ly3, which harbors the *CARD11*^L244P^ gain-of-function mutation [49]. Since a MALT1 inhibitor was able to sensitize OCI-Ly3 cells to AZD8186, we propose that constitutively active CARD11 is able to overwrite the effects of impaired PI3K/mTOR signaling due to a strong activation of NF-κB and c-Jun [49, 50].

Collectively, we demonstrate for the first time that a subset of DLBCL models is addicted to PI3Kβ/δ signaling. Comprehensive pathway inhibition preventing feedback mediated resistance can be overcome by the combination with the mTOR inhibitor AZD2014 in different molecular subtypes of DLBCL. Thus, our data provide a strong rationale to combine PI3Kβ/δ with mTOR inhibitors in future clinical trials.

## Supplementary information

Revised Supplementary Information

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

The data reported in this article have been deposited in the Gene Expression Omnibus database (accession number GSE212746).

# Supplementary material for: mTOR inhibition amplifies the anti-lymphoma effect of PI3Kβ/δ blockage in diffuse large B-cell lymphoma
**Source:** Leukemia. 2022 Nov 9;37(1):178–89. doi: 10.1038/s41375-022-01749-0
**Supplement:** Supplementary file 1 — Revised Supplementary Information

Supplementary Information for

**mTOR inhibition amplifies the anti-lymphoma effect of PI3K $\beta$ / $\delta$  blockage in  
diffuse large B-cell lymphoma**

Wendan Xu<sup>1\*</sup>, Philipp Berning<sup>1\*</sup>, Tabea Erdmann<sup>1\*</sup>, Michael Grau<sup>1</sup>, Nardjas Bettazová<sup>2,3</sup>, Myroslav Zapukhlyak<sup>1</sup>, Fabian Frontzek<sup>1</sup>, Corinna Kosnopfel<sup>1</sup>, Peter Lenz<sup>4,5</sup>, Michael Grondine<sup>6</sup>, Brandon Willis<sup>6</sup>, James T. Lynch<sup>7</sup>, Pavel Klener<sup>2,8</sup>, Stephan Hailfinger<sup>1</sup>, Simon T. Barry<sup>7</sup>, Georg Lenz<sup>1</sup>

<sup>6</sup>Bioscience, Early Oncology, AstraZeneca, Boston, MA, USA

<sup>7</sup>Bioscience, Early Oncology, AstraZeneca, Cambridge, United Kingdom

\* Contributed equally to this work.

Department of Medicine A for Hematology, Oncology and Pneumology

Albert-Schweitzer-Campus 1

48149 Münster

Germany

# **mTOR inhibition amplifies the anti-lymphoma effect of PI3K $\beta$ / $\delta$ blockage in diffuse large B-cell lymphoma**

## **Supplementary Materials and Methods**

### **Cell culture, retroviral constructs, and transductions**

Human DLBCL cell lines were cultured in RPMI 1640 (Invitrogen) with 10% or 20% fetal calf serum (FCS) except for OCI-Ly3, OCI-Ly10, TMD8, OCI-Ly1, OCI-Ly2, OCI-Ly19 which were cultured in Iscove's modified Dulbecco's medium supplemented with either 10% FCS or 20% human plasma as previously described (1). All cell lines were maintained at 37°C with 5% CO<sub>2</sub>. Short tandem repeat (STR) profiling was performed to confirm cell identities and cells were regularly tested to be free of mycoplasma contamination.

For efficient retroviral transductions, all cell lines were engineered to express a murine ecotropic receptor as previously described (2). Additionally, the cell lines were also engineered to express a bacterial tetracycline repressor allowing doxycycline-inducible small hairpin RNA (shRNA) expression. The retroviral transduction experiments, shRNA-mediated RNA interference and cytotoxicity assays were performed as described elsewhere (2-6). In brief, to assess toxicity of an shRNA, retroviruses that co-express green fluorescent protein (GFP) were used as described (2, 4). Flow cytometry was performed two days after shRNA transduction to determine the initial GFP-positive proportion of live cells for each shRNA. Subsequently, cells were cultured with doxycycline (40 ng/mL) to induce shRNA expression and the proportion of GFP-positive cells was measured at indicated time points. In parallel, cells were treated with DMSO or 0.5  $\mu$ M AZD8186 or 0.8  $\mu$ M AZD8835. The GFP-positive proportion at each time point was normalized

to that of the negative control shRNA and further normalized to the day two fraction. The targeting sequence of the utilized shRNAs directed against *PIK3CA*, *PIK3CB* and *PIK3CD* are summarized in Supplementary Table 1. As a negative control shRNA, a previously described shRNA against *MSMO1* (**Supplementary Table 1**) was used (4). Each shRNA experiment was completely reproduced at least three times. For the AZD8186 rescue experiment, cells were engineered to express a *MYC* cDNA (NM\_002467.4). The AZD8186 rescue experiment was completely reproduced at least three times.

### Gene expression profiling

Gene expression profiling was performed in OCI-Ly10, TMD8, HT, and K422 cells after 6, 12, 18 and 24 hours following treatment with 0.5  $\mu$ M AZD8186 as previously described (3, 7). Total RNA was isolated using the NucleoSpin RNA Plus kit (Macherey-Nagel, Germany) according to the manufacturer's protocol and RNA sequencing was performed. Sequenced reads of mRNA were aligned against the human transcriptome using HISAT2 (8). Aligned sequence counts were then aggregated for genes using RSEM (9). 

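Tested with edgeR's quasi-likelihood test on the same comparison of AZD8186 with DMSO over all time points, 84 genes were lower and 93 higher in the ABC lines at an unadjusted p under 5e-06, the value named in the paper's Tables S3 and S5. In the GCB lines 433 were lower and 345 higher, and 200 and 189 with the pair as a block. At an unadjusted p under 0.05 the counts were 2258 and 2361 in ABC and 2890 and 3250 in GCB. Of the 92 genes that the paper's Table S3 lists as downregulated, 81 were tested here, and all 81 were lower at an adjusted p under 0.05. Of its 91 upregulated genes 83 were tested, all 83 were higher, and 78 of them passed. In Table S5, 106 of 107 downregulated genes were tested, of which 104 passed as lower and 2 as higher (RSAD2 and MID1IP1, which did not pass with DESeq2, adjusted p = 0.666 and 0.824). In the same table 218 of 241 upregulated genes were tested, of which all 218 were higher and 216 passed. These tables come from the same libraries, so the shared directions are not independent evidence. DESeq2's Wald test gave more genes at an unadjusted p under 5e-06, with 349 lower and 404 higher in ABC and 1050 lower and 868 higher in GCB.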

A non-negative binomial test (Bioinformatics Toolbox of MATLAB® R2020a, The MathWorks® Inc., Natick, Massachusetts, USA) was used to calculate *P*-values of gene regulation comparing AZD8186 and DMSO over all time points. The Benjamini and Hochberg method was used to correct for multiple hypothesis testing and compute false discovery rates (FDRs) (10).

To analyze in an unbiased fashion which biological processes were affected by AZD8186, we performed gene set enrichment analysis (GSEA) (11), testing an integrated database of 23026 gene expression signatures for enrichment with respect to the gene ranking by AZD8186 regulation. This database contained

signatures from the Molecular Signatures Database v7.1 (12), the Staudt laboratory library (13), unsupervised SDCM (14) signatures of gene expression heterogeneity in DLBCL, and signatures from our previous papers. GSEA *P*-values were computed by permutation tests and FDRs were computed relative to respective signature families. Signatures with  $\leq 8$  defined gene members were excluded.

### **Quantitative PCR**

Total RNA was extracted using the NucleoSpin RNA Plus kit (Macherey-Nagel, Germany) and transcribed into cDNA using High-Capacity cDNA Reverse Transcription Kit with RNase Inhibitor (Applied Biosystems, Waltham, MA, USA). Quantitative PCR was performed using predesigned TaqMan gene expression assays according to the manufacturer's instructions (Applied Biosystems, Waltham, MA, USA) as reported previously (6).

### **Western blotting**

Western blotting was performed as previously described (4). Nuclear/cytoplasmic extracts were prepared using the Nuclear Extract Kit (Active Motif, Carlsbad, CA, USA) according to the instructions of the manufacturer. All antibodies used in this study are summarized in **Supplementary Table 2**.

### ***In vivo* xenograft mouse studies**

For the testing of *in vivo* models, six- to eight-week-old female NOD.Cg-*Prkdc* severe combined immunodeficiency *Il2rg<sup>tm1Wjl</sup>/SzJ* (NSG; Jackson Laboratory, Bar Harbor, ME, USA) mice were used. Once the mice developed macroscopic signs of

subcutaneous tumors, animals were randomized into control, AZD2014 (q.i.d., p.o., 15 mg/kg), AZD8186 (b.i.d., p.o., 50 mg/kg), or AZD2014+AZD8186 treated groups. No blinding was applied. Both inhibitors were formulated in 0.5% HPMC/0.1% Tween 80. Tumor size was measured daily in three perpendicular dimensions for each mouse using caliper. Tumor volume was calculated according to the following formula:  $V = \pi/6 \times (\text{length} \times \text{width} \times \text{height})$ . All animal experiments were approved by the institutional Animal Care and Use Committee, as well as by the Research and Higher Education section of the Ministry of Education, Youth and Sports of the Czech Republic under the number MSMT-37957/2020-3. Significance was calculated with a one-tailed two-sample t-test.

### **Synergy analyses**

The synergy between inhibitors was computed using the Chou combination index (CI) model (15). Mean CI (MCI) for selected concentration tuples was used to assess synergistic effect (1 = additive; >1 antagonism; <1 synergy). For drug-resistant cell lines for which an IC<sub>50</sub> could not be calculated, a concentration of five times the maximum applied single dosage was considered as an IC<sub>50</sub> estimate in further synergy CI computation. The slope of the curve is set to the slowest decline under the condition that the viability does not decrease below 99% in the measured range, therefore it still fits all observed values precisely given the inter-replicate variance. Under this assumption, synergies for combinations with such insensitive drugs can still be estimated as lower bounds. However, synergies predicted based on this extrapolation assumption should be interpreted with care and experimentally validated before further usage.

## References

1. Pfeifer M, Grau M, Lenze D, Wenzel SS, Wolf A, Wollert-Wulf B, et al. PTEN loss defines a PI3K/AKT pathway-dependent germinal center subtype of diffuse large B-cell lymphoma. *Proceedings of the National Academy of Sciences of the United States of America*. 2013;110(30):12420-5.
2. Ngo VN, Davis RE, Lamy L, Yu X, Zhao H, Lenz G, et al. A loss-of-function RNA interference screen for molecular targets in cancer. *Nature*. 2006;441(7089):106-10.
3. Dai B, Grau M, Juilland M, Klener P, Horing E, Molinsky J, et al. B-cell receptor-driven MALT1 activity regulates MYC signaling in mantle cell lymphoma. *Blood*. 2017;129(3):333-46.
4. Wenzel SS, Grau M, Mavis C, Hailfinger S, Wolf A, Madle H, et al. MCL1 is deregulated in subgroups of diffuse large B-cell lymphoma. *Leukemia*. 2013;27(6):1381-90.
5. Pfeifer M, Zheng B, Erdmann T, Koeppen H, McCord R, Grau M, et al. Anti-CD22 and anti-CD79B antibody drug conjugates are active in different molecular diffuse large B-cell lymphoma subtypes. *Leukemia*. 2015;29(7):1578-86.
6. Nogai H, Wenzel SS, Hailfinger S, Grau M, Kaergel E, Seitz V, et al. IkappaB-zeta controls the constitutive NF-kappaB target gene network and survival of ABC DLBCL. *Blood*. 2013;122(13):2242-50.
7. Erdmann T, Klener P, Lynch JT, Grau M, Vockova P, Molinsky J, et al. Sensitivity to PI3K and AKT inhibitors is mediated by divergent molecular mechanisms in subtypes of DLBCL. *Blood*. 2017;130(3):310-22.
8. Kim D, Langmead B, Salzberg SL. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods*. 2015;12(4):357-60.
9. Li B, Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics*. 2011;12:323.
10. Benjamini Y, Hochberg Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society: Series B (Methodological)*. 1995;57(1):289-300.
11. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America*. 2005;102(43):15545-50.
12. Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst*. 2015;1(6):417-25.
13. Shaffer AL, Wright G, Yang L, Powell J, Ngo V, Lamy L, et al. A library of gene expression signatures to illuminate normal and pathological lymphoid biology. *Immunol Rev*. 2006;210:67-85.
14. Grau M, Lenz G, Lenz P. Dissection of gene expression datasets into clinically relevant interaction signatures via high-dimensional correlation maximization. *Nat Commun*. 2019;10(1):5417.
15. Chou TC. Theoretical basis, experimental design, and computerized simulation of synergism and antagonism in drug combination studies. *Pharmacol Rev*. 2006;58(3):621-81.

**a**

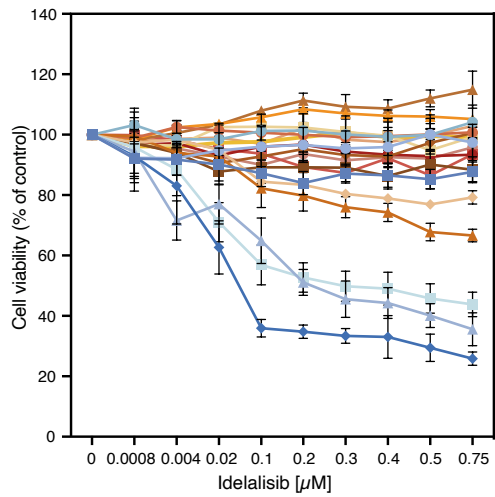

**b**

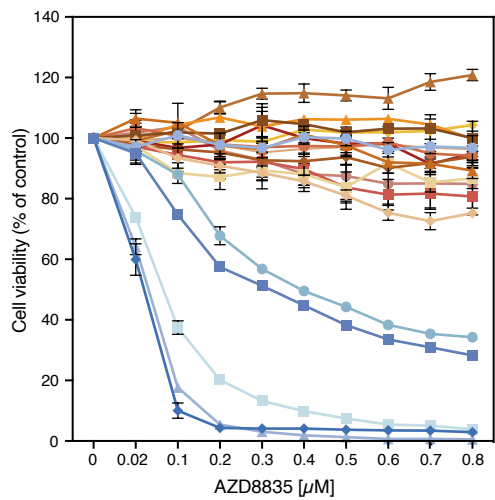

| Cell line | DLBCL subtype | Cell line | DLBCL subtype |
|-----------|---------------|-----------|---------------|
| HBL-1     | ABC           | HT        | GCB           |
| OCI-Ly3   | ABC           | BJAB      | GCB           |
| OCI-Ly10  | ABC           | OCI-Ly1   | GCB           |
| TMD8      | ABC           | OCI-Ly2   | GCB           |
| Riva      | ABC           | OCI-Ly19  | GCB           |
| U2932     | ABC           | K422      | GCB           |
|           |               | SUDHL-4   | GCB           |
|           |               | SUDHL-10  | GCB           |
|           |               | DB        | GCB           |
|           |               | WSUDLCL2  | GCB           |
|           |               | Will-1    | GCB           |
|           |               | Will-2    | GCB           |
|           |               | RL        | GCB           |

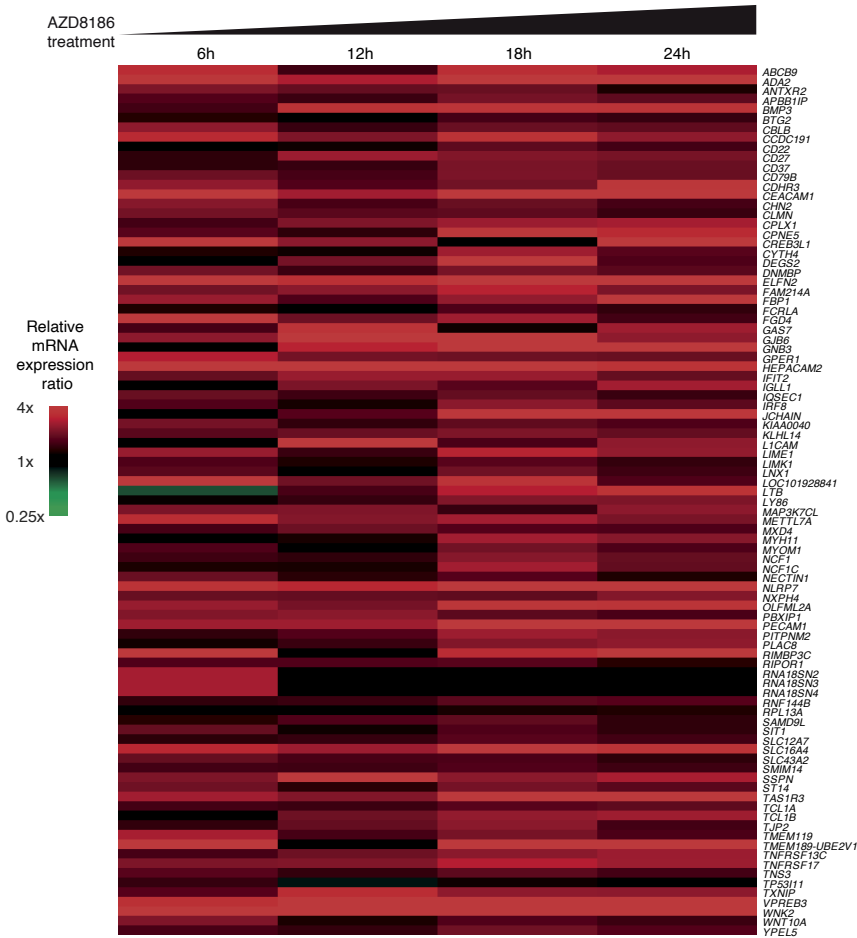

**a**

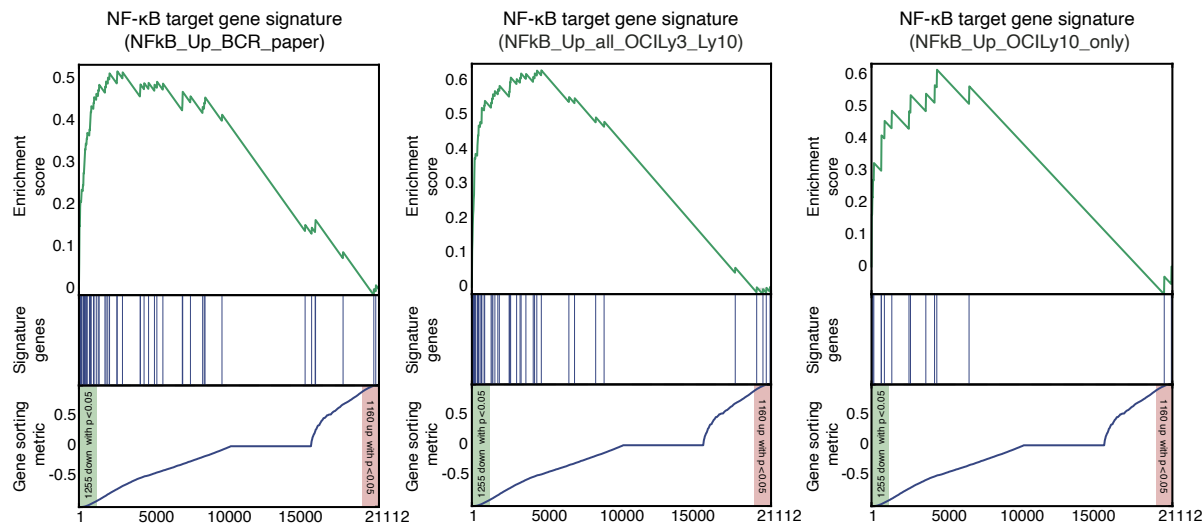

**b**

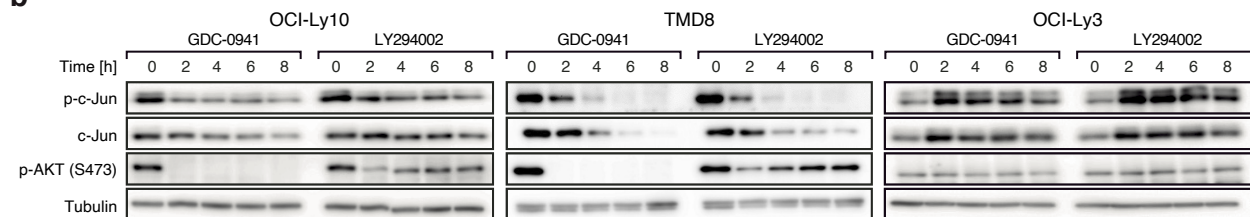

**c**

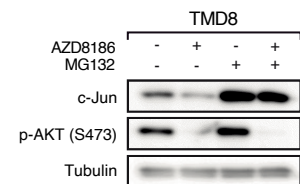

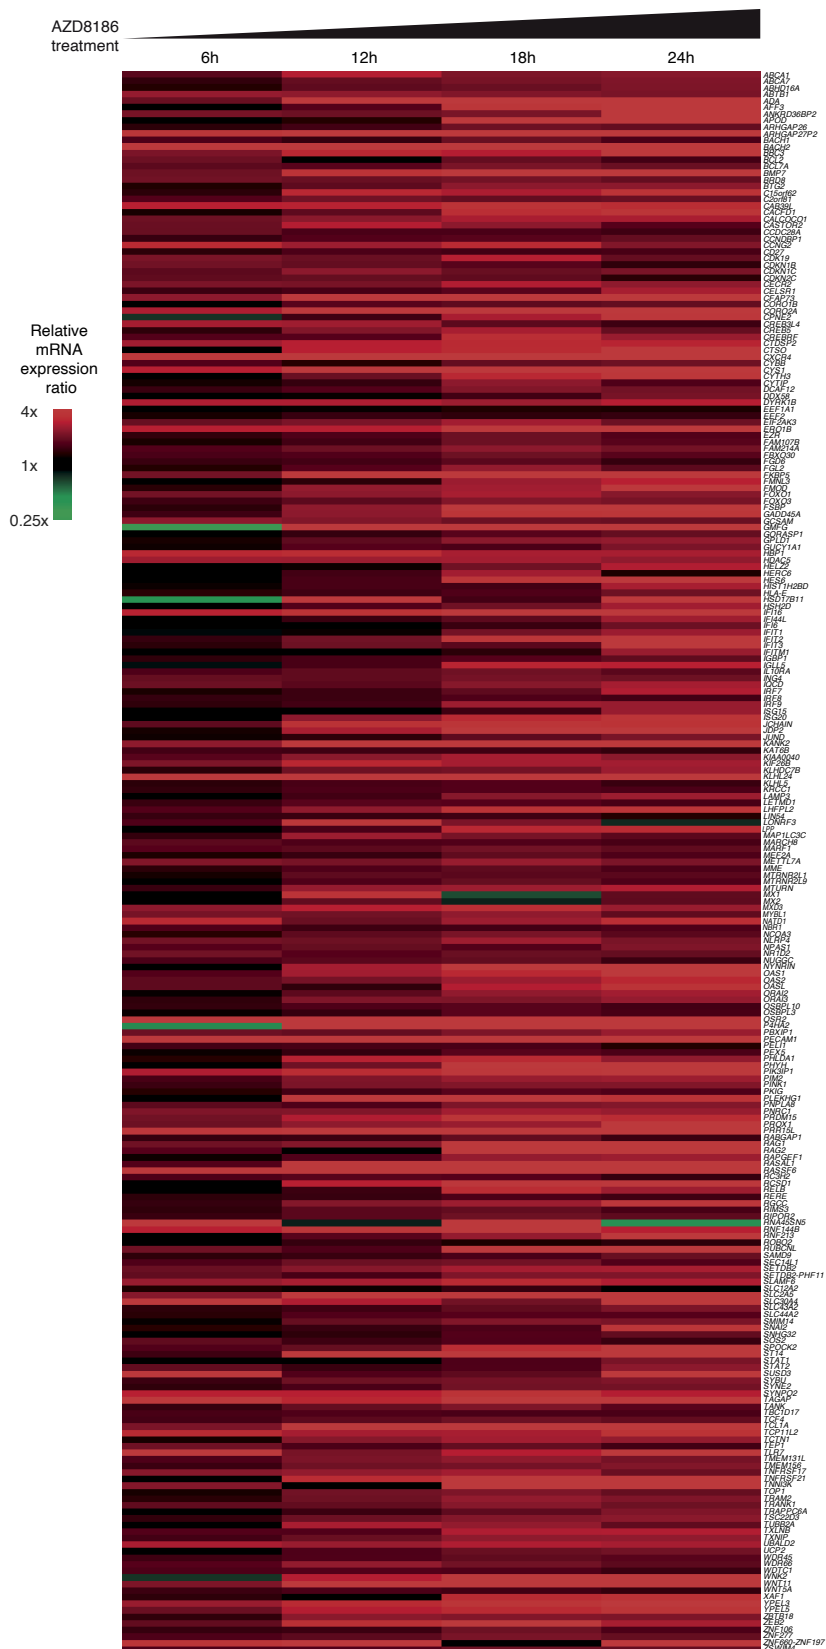

**a**

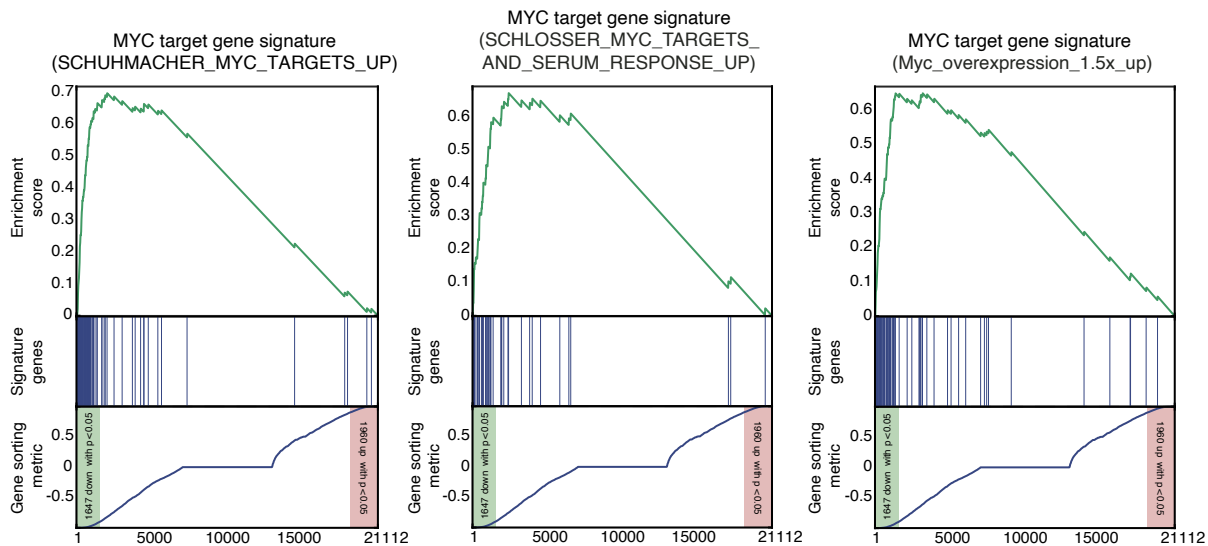

**b**

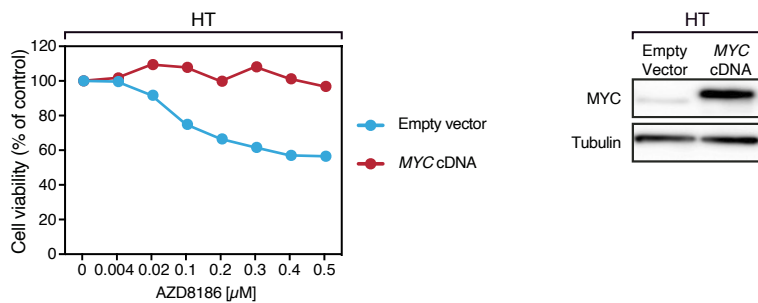

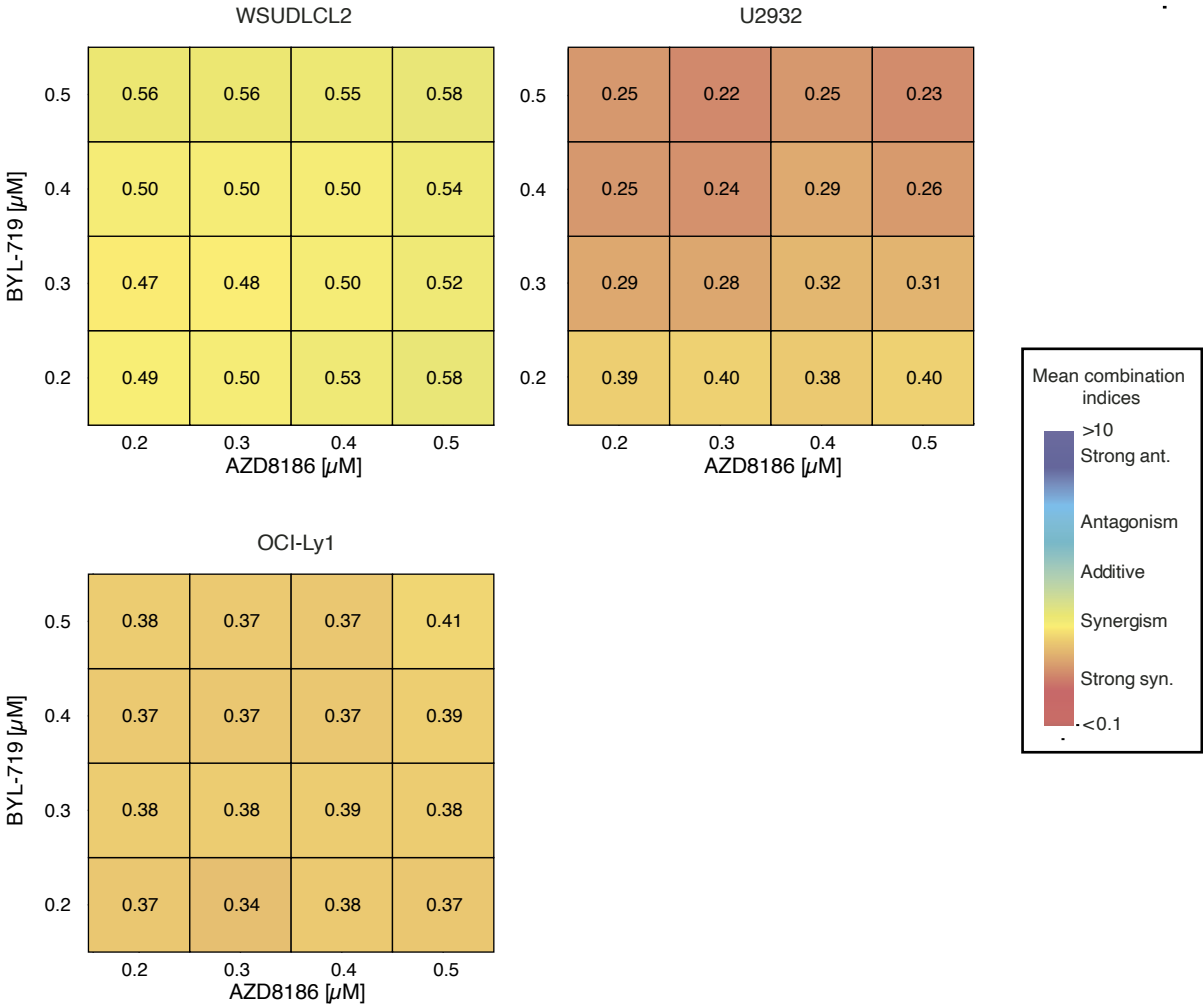

**a**

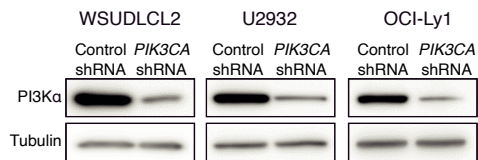

**b**

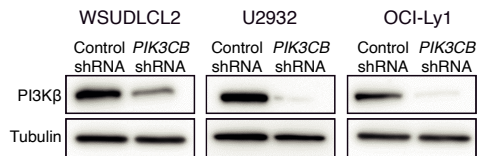

**c**

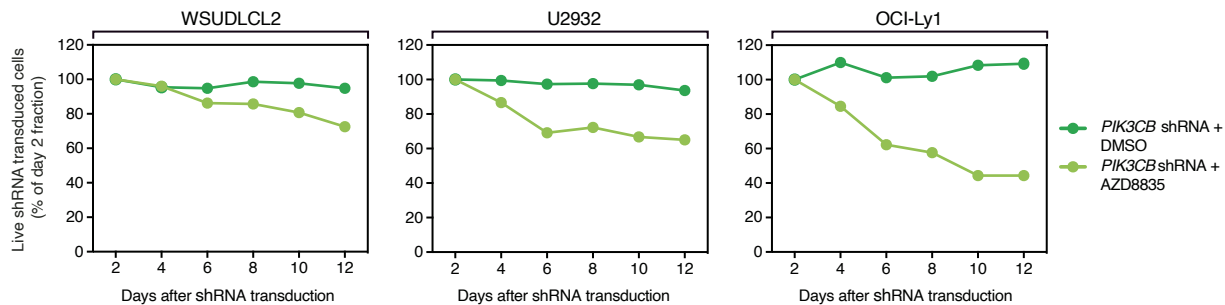

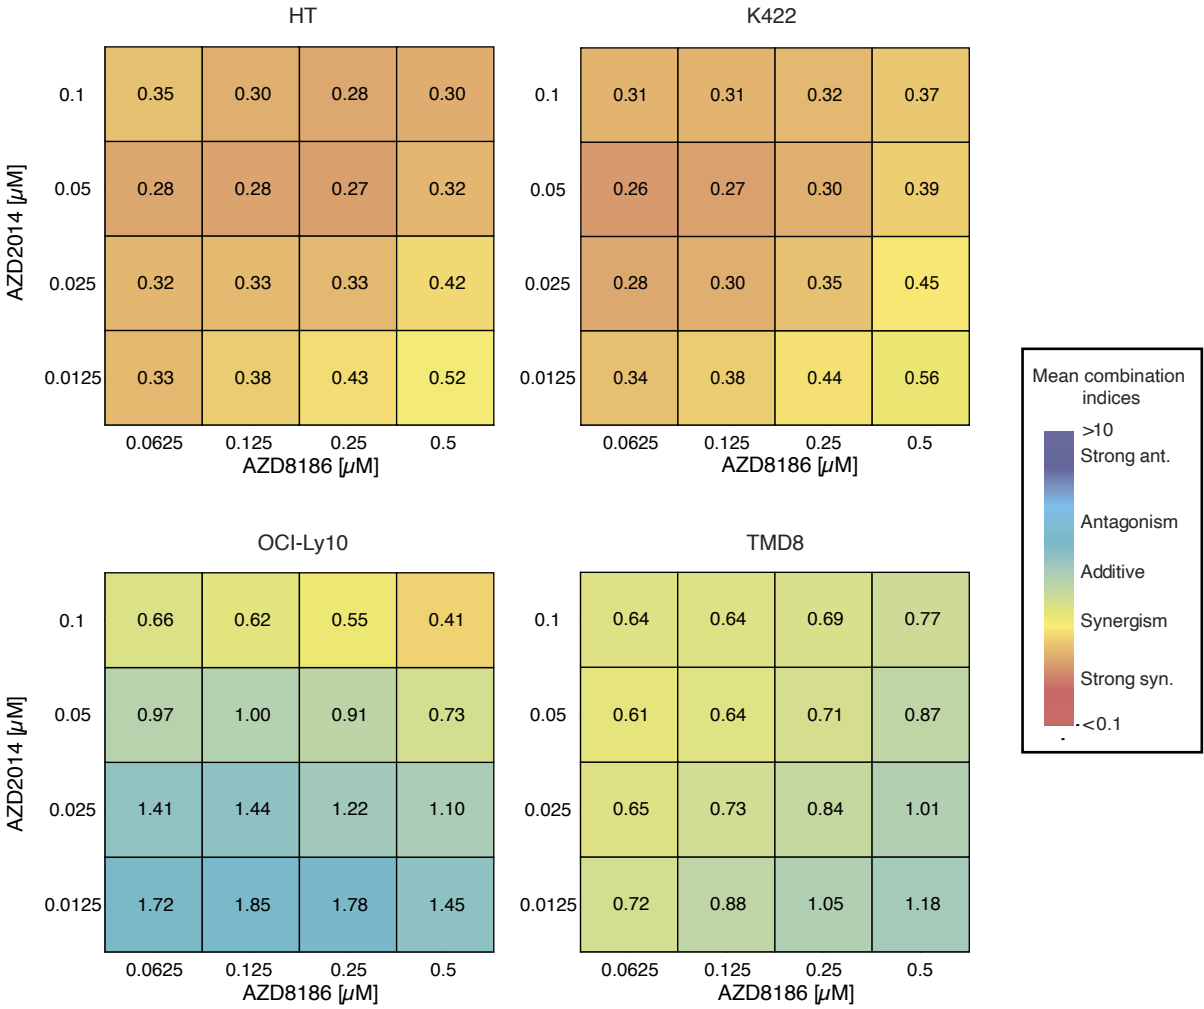

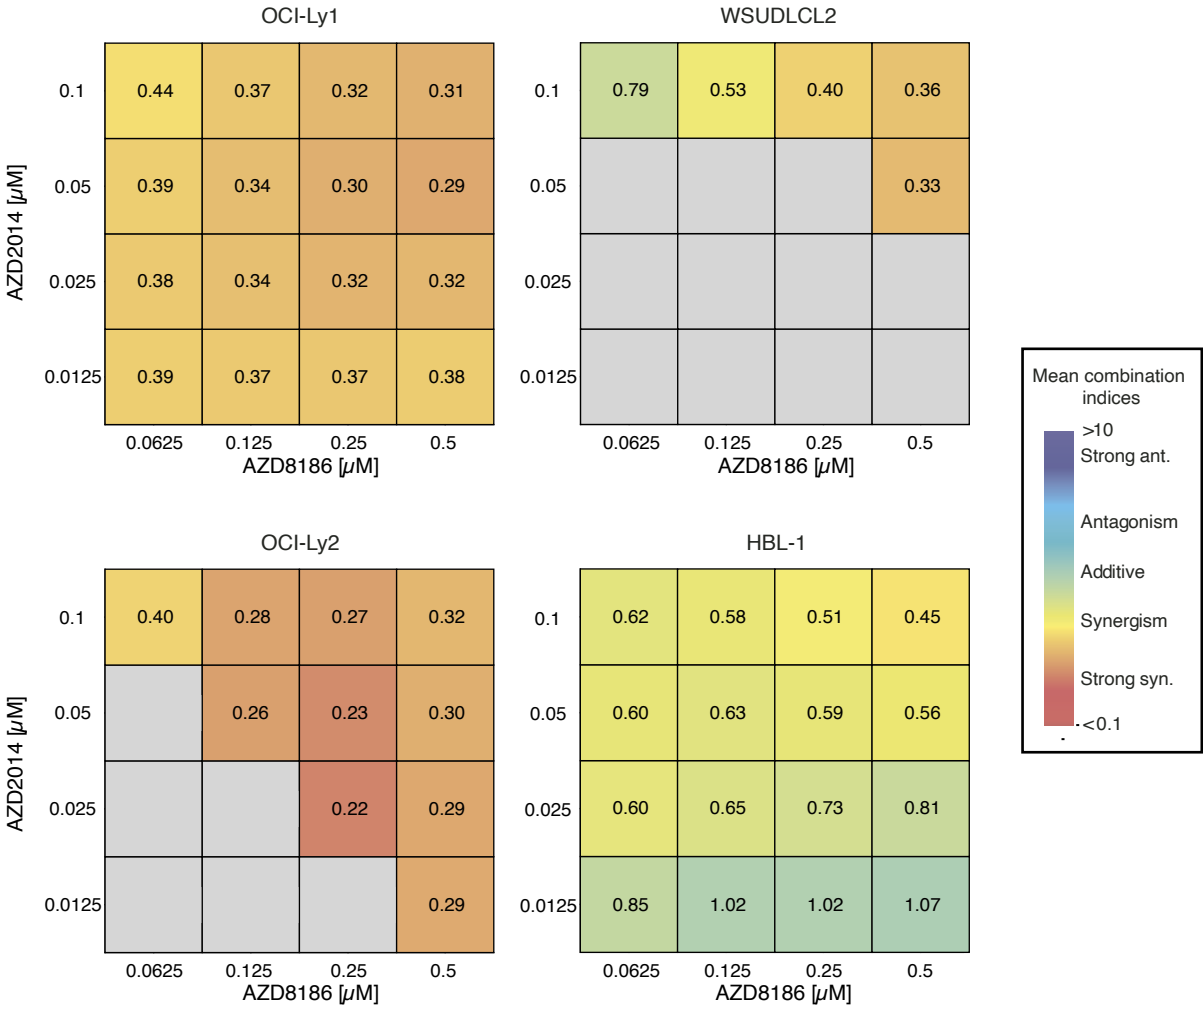

**a**

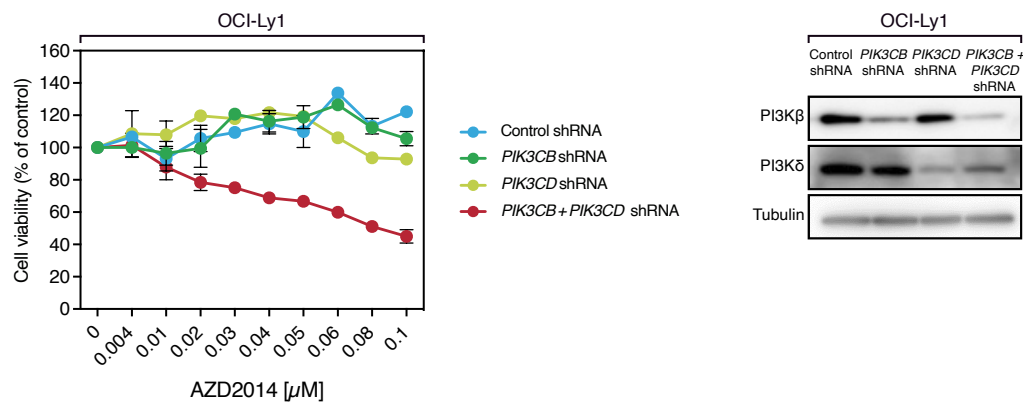

**b**

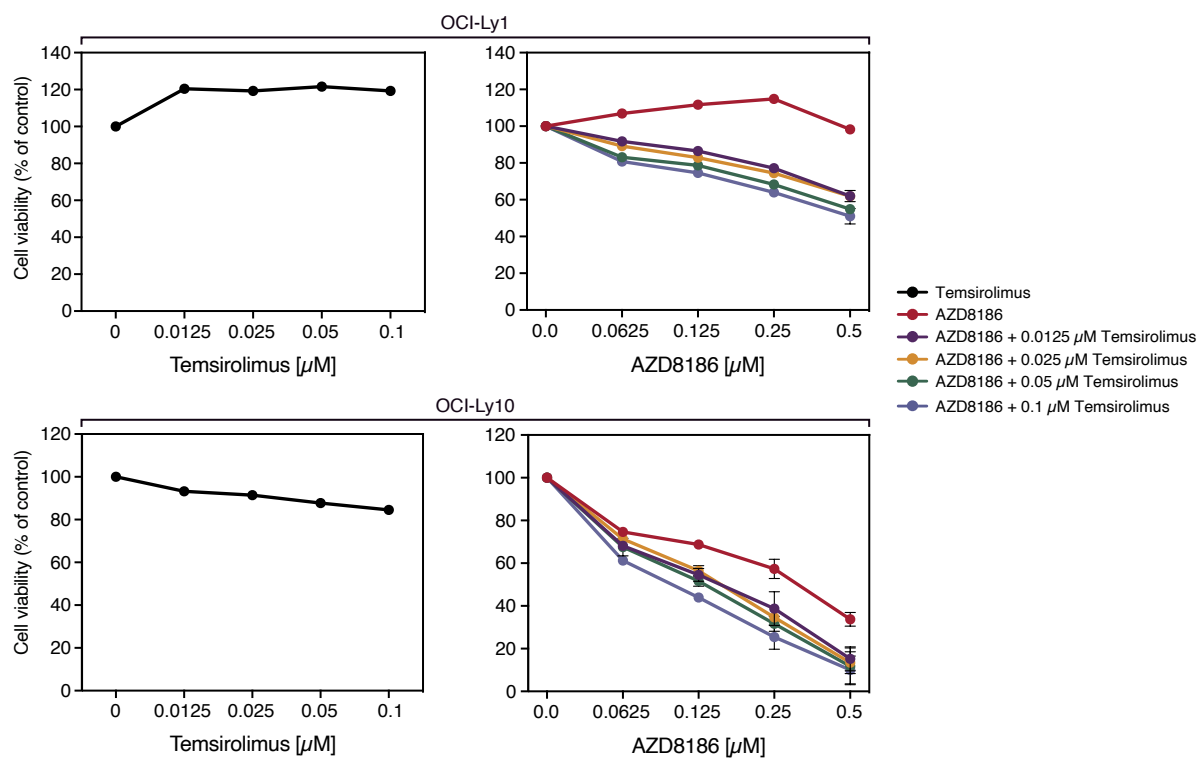

**a**

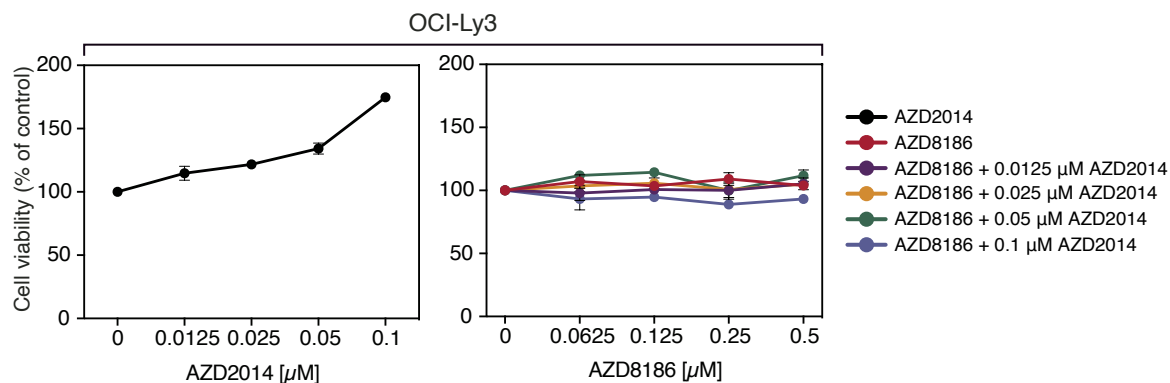

**b**

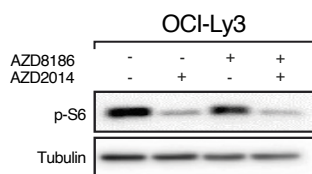

**c**

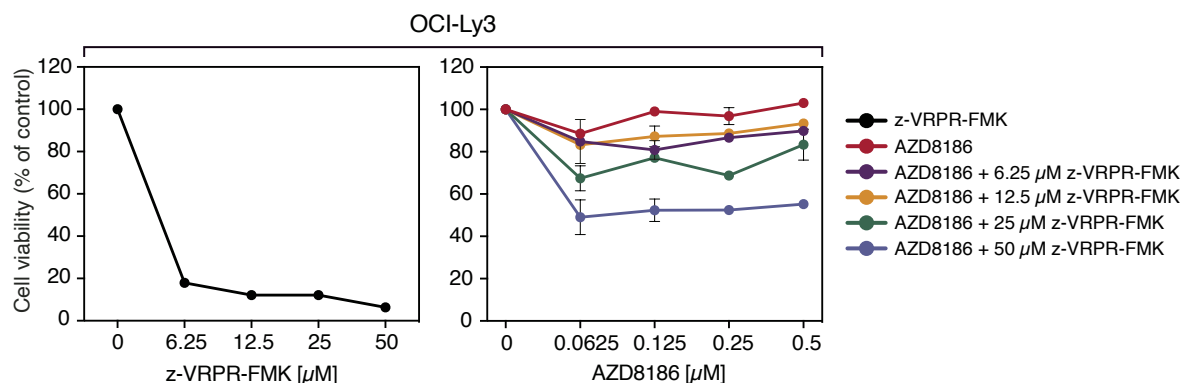

**d**

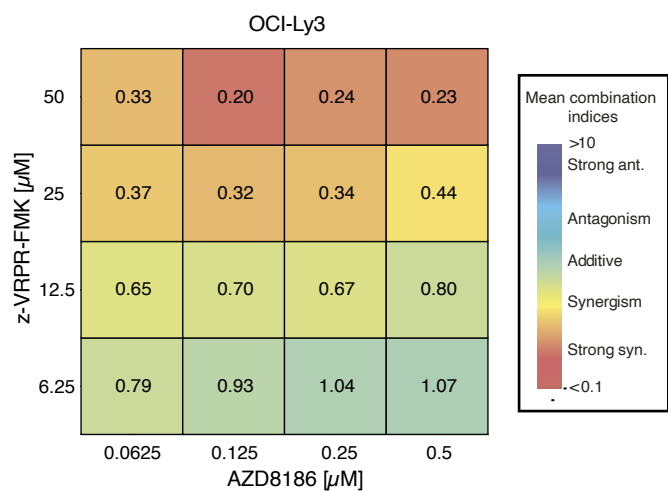

**a**

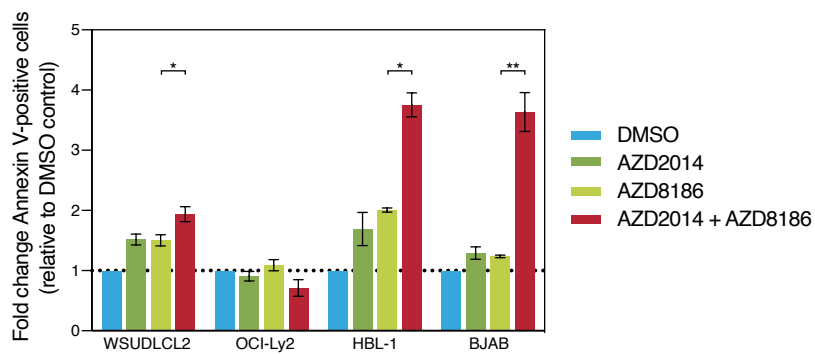

**b**

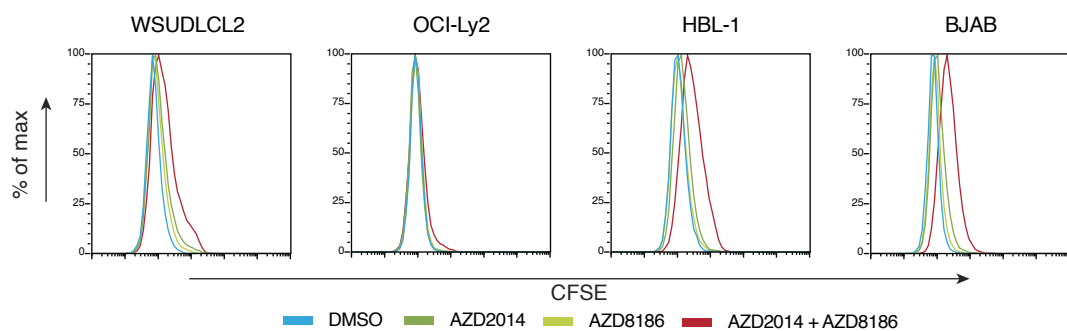

**c**

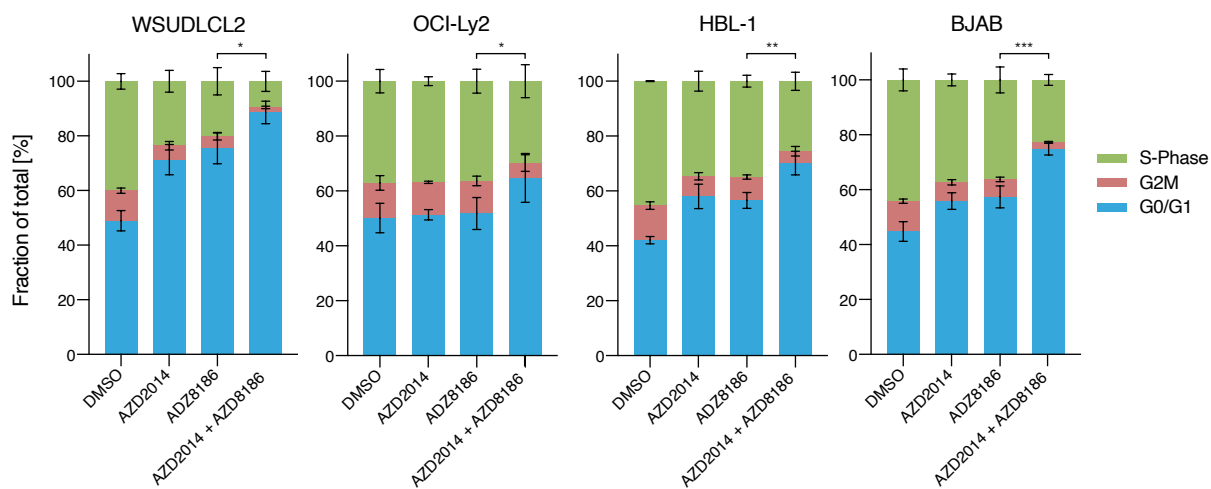

**a**

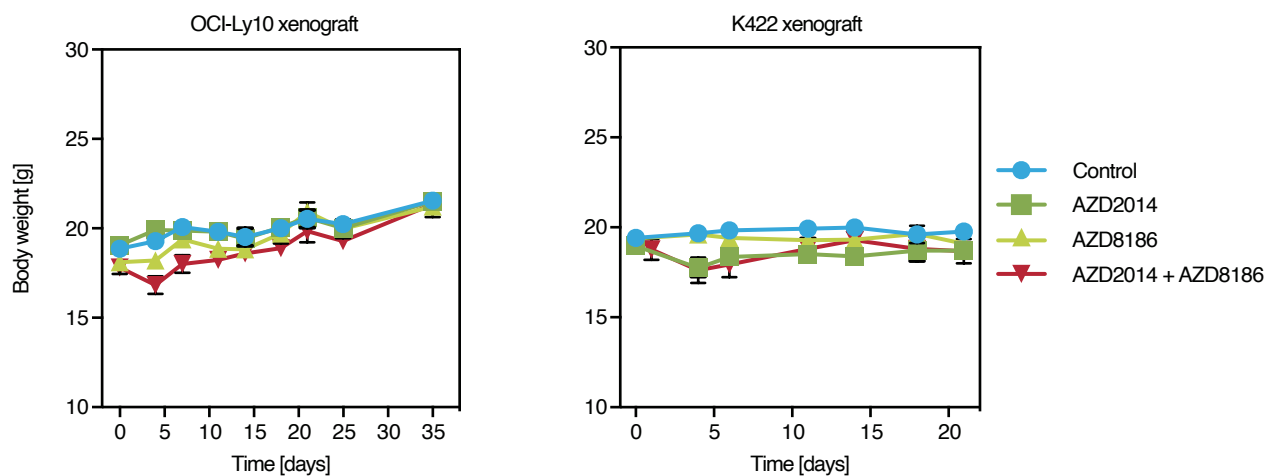

**b**

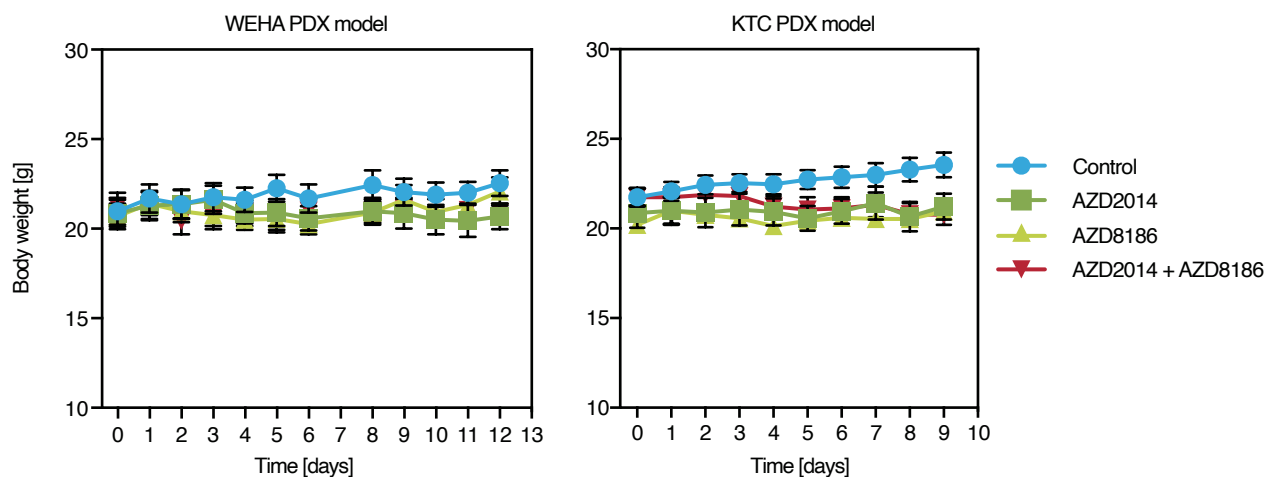

**Supplementary Fig. 1. The PI3K $\delta$  inhibitor idelalisib and the PI3K $\alpha/\delta$  inhibitor AZD8835 are effective in subsets of DLBCL.**

**a-b** Cell viability of the indicated DLBCL cell lines was quantified upon single treatment with the indicated concentrations of idelalisib (**a**) or AZD8835 (**b**) after 120 hours. Cell numbers were normalized to the solvent control. Error bars represent standard error of the mean.

**Supplementary Fig. 2. Gene expression profiling following AZD8186 treatment in ABC DLBCL.**

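Genes that rose in OCI-Ly10 and TMD8 under AZD8186 included B-cell surface receptors, ribosomal proteins and FOXO targets. Of 34 measured genes of B-cell identity and surface receptors, 25 were higher, 2 were lower and 7 did not pass edgeR's test (25 higher and 2 lower when adjusted over the list alone). CD79B, a chain of the B-cell receptor, had a log2 fold change of 1.15 (SE 0.12, adjusted p = 4.93e-05), TNFRSF13C, the receptor of BAFF, 1.31 (SE 0.15, adjusted p = 6.05e-05), and CD37, a tetraspanin, 1.00 (SE 0.12, adjusted p = 0.00012). The lower members included BACH2, a transcription factor that restrains plasma cell differentiation, with -0.67 (SE 0.17, adjusted p = 0.0109), named after its value was seen. The list's median was 0.44 (camera, adjusted p = 1.63e-07, and adjusted p = 0.254 with an estimated correlation). Without the OCI-Ly10 pair at 12 or 24 h 1 member was lower, and without that at 12 h BACH2 did not pass (adjusted p = 0.0743). In TMD8 alone 10 members were higher and 0 lower, and 6 FOXO targets were higher.

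Of 79 cytosolic ribosomal protein genes, 77 were higher, 0 were lower by edgeR at either an adjusted or an unadjusted p under 0.05, and 2 did not pass (78 higher when adjusted over the list alone; median 0.35, camera, adjusted p = 7.78e-22, and adjusted p = 0.254 with an estimated correlation); on log2(TPM + 1) 52 were higher, in OCI-Ly10 alone 42 and in TMD8 alone 0. The list's median log2 ratio at 6, 12, 18 and 24 h was -0.008, 0.27, 0.47 and 0.56 in OCI-Ly10. In TMD8 it was 0.13, 0.47 and 0.535 at 6, 18 and 24 h. From 6 to 24 h the median changed in DMSO by -0.454 in OCI-Ly10 and -0.607 in TMD8, and under AZD8186 by 0.125 and -0.254. RPL11 had 0.42 (SE 0.088, adjusted p = 0.00347) and RPL14 0.37 (SE 0.075, adjusted p = 0.00279). Of 30 measured targets of FOXO factors, which AKT keeps out of the nucleus, 15 were higher, 1 was lower and 14 did not pass (17 higher and 1 lower when adjusted over the list alone; median 0.33, camera, adjusted p = 2.32e-04, and adjusted p = 0.254 with an estimated correlation). TXNIP, which restrains glucose uptake, had 1.32 (SE 0.21, adjusted p = 0.000659), and KLF2, a transcription factor of B-cell homing, 0.70 (SE 0.10, adjusted p = 0.000243). The lower member, named after its value was seen, was KLF6, a zinc finger factor, with -0.32 (SE 0.066, adjusted p = 0.00333). Of 38 measured interferon-stimulated genes, 16 were higher, 0 lower by edgeR (also 0 at an unadjusted p under 0.05) and 22 did not pass (the same counts when adjusted over the list alone; median 0.37, camera, adjusted p = 9.79e-04, and adjusted p = 0.435 with an estimated correlation). OAS1, a sensor of viral RNA, had 0.82 (SE 0.089, adjusted p = 4.93e-05). That list's call rested on the TMD8 pair at 18 h, without which its adjusted p was 0.102 and 1 member was lower; in OCI-Ly10 alone it was 0.216, with 4 lower. Without the TMD8 pair at 6 h 2 FOXO targets were lower. The largest rises among called genes with a mean of at least 5 CPM and 1 direction in every pair were those of NLRP7, an inflammasome gene, with 2.87 (SE 0.33, adjusted p = 7.53e-05), and CEACAM1, an adhesion receptor, with 2.10 (SE 0.20, adjusted p = 2.77e-05).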

Heatmap of upregulated genes in OCI-Ly10 and TMD8 cells treated with 0.5  $\mu$ M of AZD8186 at the indicated time points.

**Supplementary Fig. 3. AZD8186 treatment downregulates NF- $\kappa$ B and AP1 signaling in ABC DLBCL.**

**a** A Gene set enrichment analysis revealed multiple NF- $\kappa$ B gene sets downregulated by AZD8186 treatment in OCI-Ly10 and TMD8 cells. **b** Phosphorylation of c-Jun was downregulated faster than its total protein levels in OCI-Ly10 and TMD8 but not in OCI-Ly3 cells after treatment with the pan-PI3K inhibitors GDC-0941 or LY294002. 

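Pair by pair, the median log2 ratio of the 42 measured NF-κB targets was below 0 in both lines at every time point. In OCI-Ly10 it was -0.35 at 6 h, -0.47 at 12 h, -0.45 at 18 h and -0.26 at 24 h. In TMD8 it was -1.14 at 6 h, -0.070 at 18 h and -0.15 at 24 h, so that the later TMD8 pairs lay nearer to 0 than any OCI-Ly10 pair. The difference between the lines did not pass for the list (camera on the treatment by cell line term, adjusted p = 0.285), and 1 of its members differed between them (CCL22). The difference of 18 and 24 h against 6 and 12 h was 0.37 in the list's median (camera, adjusted p = 7.23e-06, and adjusted p = 0.552 with an estimated correlation). The earlier times include the TMD8 pair at 6 h, and 0 of the 42 genes passed for that difference by edgeR (15 higher and 1 lower at an unadjusted p under 0.05). IRF4, a survival factor of ABC cells, had a log2 fold change of -0.24 (SE 0.084, adjusted p = 0.0402) over all pairs, and BCL2L1, which encodes Bcl-xL, -0.43 (SE 0.12, adjusted p = 0.017) (edgeR). TNFAIP3, which encodes the NF-κB inhibitor A20, had -0.23 (SE 0.11, adjusted p = 0.12). IRF4 lost its call without any 1 of 5 pairs (adjusted p = 0.0526 to 0.105; not without OCI-Ly10 at 6 h or TMD8 at 24 h) or without both pairs at 6 h (0.067), and BCL2L1 without the OCI-Ly10 pair at 18 h (0.0563) or without both pairs at 6 h (0.0882).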

Western blot analyses of phosphorylated c-Jun, c-Jun and phosphorylated AKT (Ser473) after inhibitor treatment for indicated time points are shown. **c** Decrease of c-Jun after AZD8186 treatment is due to proteasomal degradation. Expression levels of c-Jun and phosphorylated AKT (Ser473) were determined by Western blotting in

TMD8 cells after AZD8186 treatment for a total of 4 hours, with or without the proteasome inhibitor MG132 for 2 hours prior to protein harvest.

**Supplementary Fig. 4. Gene expression profiling following AZD8186 treatment in GCB DLBCL.**

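Targets of FOXO factors, interferon-stimulated genes and germinal center genes rose in HT and K422 cells under AZD8186. Of 22 measured FOXO targets, 20 were higher, 0 were lower by edgeR at either an adjusted or an unadjusted p under 0.05, and 2 did not pass (21 higher when adjusted over the list alone; median log2 fold change 0.97, camera, adjusted p = 4.93e-11, and adjusted p = 0.21 with an estimated correlation). PIK3IP1, which encodes an inhibitor of PI3K, had 1.93 (SE 0.13, adjusted p = 1.39e-07), KLHL24, a substrate adaptor of ubiquitin ligases, 2.20 (SE 0.19, adjusted p = 1.01e-06), and CCNG2, an atypical cyclin, 1.49 (SE 0.080, adjusted p = 1.49e-08). Of 15 measured germinal center genes, 12 were higher, 1 was lower and 2 did not pass (the same counts when adjusted over the list alone; median 0.58, camera, adjusted p = 6.58e-05, and adjusted p = 0.21 with an estimated correlation). GCSAM, an adaptor of B-cell receptor signaling, had 1.14 (SE 0.049, adjusted p = 1.95e-09), and the lower one, SERPINA9, a germinal center serpin, -1.32 (SE 0.064, adjusted p = 5.9e-09).

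Of 39 measured interferon-stimulated genes, 27 were higher, 0 lower (also 0 at an unadjusted p under 0.05 by edgeR) and 12 did not pass (29 higher when adjusted over the list alone; median 0.64, camera, adjusted p = 7.14e-05, and adjusted p = 0.585 with an estimated correlation). Without the K422 pair at 18 h 17 were higher, on log2(TPM + 1) 16, and in HT alone 13, with 1 lower. IRF9, a subunit of the factor that mediates type I interferon responses, had 1.02 (SE 0.13, adjusted p = 2.04e-05). In K422 the list's median log2 ratio was 0.12 at 6 h, 0.36 at 12 h, 1.01 at 18 h and 1.96 at 24 h, and in HT 0.087, 0.19, 0.23 and 0.41. The difference of 18 and 24 h against 6 and 12 h was 0.94 (camera, adjusted p = 2.64e-13, and adjusted p = 0.425 with an estimated correlation), with 0 of 39 genes passing by edgeR (28 higher at an unadjusted p under 0.05). Of 31 measured genes of B-cell identity and surface receptors, 16 were higher and 4 lower (the same counts when adjusted over the list alone; median 0.38, camera, adjusted p = 0.0268, and adjusted p = 0.435 with an estimated correlation). BACH2, which restrains plasma cell differentiation, had 3.78 (SE 0.37, adjusted p = 2.54e-06). The lower ones included CD22, MS4A1 and VPREB3 (-0.84, -0.70 and -0.38), named after their values were seen. Ribosomal protein genes were higher in 51 of 79 (55 when adjusted over the list alone) and lower in 0, at an unadjusted p under 0.05 too (edgeR; median 0.18, camera, adjusted p = 6.29e-08, and adjusted p = 0.585 with an estimated correlation). Without the K422 pair at 18 h 31 were higher, and without that at 24 h 33. In HT alone 15 were higher and 1 lower, and in K422 alone 28 higher. The list's median log2 ratio was 0.025 to 0.11 in the HT pairs and 0.068, 0.15, 0.33 and 0.53 in K422 at 6, 12, 18 and 24 h. The largest rise among called genes with a mean of at least 5 CPM and 1 direction in every pair was that of PECAM1, an adhesion receptor, with 3.89 (SE 0.25, adjusted p = 7.65e-08).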

Heatmap of upregulated genes in HT and K422 cells treated with 0.5  $\mu$ M of AZD8186 at the indicated time points.

**Supplementary Fig. 5. AZD8186 treatment downregulates MYC target gene signatures in GCB DLBCL.**

**a** Gene set enrichment analysis revealed multiple previously identified MYC target gene signatures to be downregulated by AZD8186 treatment in HT and K422 cells. **b** Exogenous expression of a *MYC* cDNA completely rescues the AZD8186-sensitive HT cells from AZD8186-induced cytotoxicity. 

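In each of the 8 pairs the median log2 ratio of the 58 measured MYC targets was below 0. In HT it was -0.23 at 6 h, -0.28 at 12 h, -0.31 at 18 h and -0.30 at 24 h, and in K422 -0.48, -0.65, -0.61 and -0.65 at the same times. The genes fell further in K422 than in HT: 36 of the 58 differed in that direction and 0 in the other by edgeR's treatment by cell line term (also 0 at an unadjusted p under 0.05), with a median difference of -0.32 (camera, adjusted p = 3.93e-15, and adjusted p = 0.046 with an estimated correlation). NOP16 fell by 1.18 ± 0.16 (SD, n = 4) on the log2 scale in K422 and by 0.54 ± 0.095 (SD, n = 4) in HT (edgeR, adjusted p of the difference = 0.0014). Among the 55 other genes of ribosome biogenesis, 37 fell further in K422 and 1 less far (median difference -0.34, camera, adjusted p = 1.17e-15, and adjusted p = 0.0473 with an estimated correlation). The times of 18 and 24 h did not differ from 6 and 12 h for the MYC targets in a way that passed (median difference -0.027, camera, adjusted p = 0.124).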

The MYC overexpression was confirmed by western blotting.

**Supplementary Fig. 6. AZD8186 and the PI3K $\alpha$  inhibitor BYL-719 act synergistically in AZD8186-insensitive models.**

Mean combination indices are shown as color-coded heatmaps as indicated by the legend. Combination indices were calculated for AZD8186-insensitive cell lines (OCI-Ly1, WSUDLCL2, and U2932) after treatment with AZD8186 and BYL-719 for 120 hours. Data of at least two independent experiments are shown.

**Supplementary Fig. 7. PI3K isoforms mediate resistance to PI3K $\beta/\delta$  inhibition.**

**a-b** Protein expression of PI3K $\alpha$  (**a**) and PI3K $\beta$  (**b**) in OCI-Ly1, WSUDLCL2, and U2392 after transduction of a specific shRNA targeting either *PIK3CA* or *PIK3CB*. Western blotting confirm effective knockdown of both isoforms after transduction and doxycycline induction. **c** The indicated DLBCL cell lines were transduced with a vector carrying a *PIK3CB*-specific shRNA which co-expresses green fluorescent protein (GFP). The proportion of GFP-positive cells was quantified after treatment with solvent or 0.8  $\mu$ M of AZD8835 by flow cytometry and normalized to the control shRNA. For all experiments, the representative data of at least three independent experiments are shown.

**Supplementary Fig. 8. AZD8186 and AZD2014 act synergistically in AZD8186-sensitive cell lines.**

Mean combination indices are shown as color-coded heatmaps as indicated by the legend. Combination indices were calculated for AZD8186-sensitive cell lines (HT, K422, OCI-Ly10, and TMD8) after treatment with AZD8186 and AZD2014 for 120 hours. Data of at least three independent experiments are shown.

**Supplementary Fig. 9. AZD8186 and AZD2014 act synergistically in AZD8186-insensitive cell lines.**

Mean combination indices are shown as color-coded heatmaps as indicated by the legend. Combination indices were calculated for AZD8186-insensitive cell lines (OCI-

Ly1, WSUDLCL2, OCI-Ly2, and HBL-1) after treatment with AZD8186 and AZD2014 for 120 hours. For WSUDLCL2 and OCI-Ly2 at lower concentrations, combination indices could not be determined (colored in grey). Data of at least two independent experiments are shown.

**Supplementary Fig. 10. Simultaneous silencing of PI3K $\beta$  and PI3K $\delta$  is required to promote AZD2014-induced cytotoxicity.**

**a** AZD8186-resistant GCB DLBCL cell line OCI-Ly1 was transduced with an shRNA targeting *PIK3CB* or *PIK3CD*, or transduced with both shRNAs. Only the double silencing of PI3K $\beta$  and PI3K $\delta$  rendered OCI-Ly1 cells sensitive to AZD2014 treatment, whereas single *PIK3CB* or *PIK3CD*, or a control shRNA-expressing OCI-Ly1 cells remained resistant to AZD2014 treatment. Cells were treated for 120 hours with the indicated AZD2014 concentrations and cell viability was determined by CTG assay. Western blotting confirmed effective knockdown of *PIK3CB* and *PIK3CD*. **b** AZD8186-resistant OCI-Ly1 or sensitive OCI-Ly10 DLBCL cell lines were treated for 120 hours with the indicated AZD8186 and temsirolimus (mTORC1 inhibitor) concentrations and cell viability was determined by CTG assay. For each cell line, left panel shows DMSO-normalized temsirolimus treatment, right panel represents temsirolimus-normalized combination treatments with AZD8186.

**Supplementary Fig. 11. MALT1 inhibition sensitizes OCI-Ly3 cells to AZD8186 treatment.**

**a** AZD8186-resistant OCI-Ly3 cells were treated for 120 hours with the indicated AZD8186 and AZD2014 concentrations and cell numbers were determined by the

CTG assay. Left panel shows DMSO-normalized AZD2014 treatment, right panel represents AZD2014-normalized combination treatments with AZD8186. The viability of OCI-Ly3 cells after inhibitor treatment did not decrease, hence no combination indices are available. **b** S6 phosphorylation in OCI-Ly3 cells was analyzed after treatment with either AZD8186 (0.5  $\mu$ M), AZD2014 (0.1  $\mu$ M) or with the combination of both drugs for 24 hours. **c** AZD8186 and z-VRPR-FMK combinatorial treatment induces synergistic cytotoxicity in OCI-Ly3 cells. Left panel shows DMSO-normalized z-VRPR-FMK treatment, right panel represents z-VRPR-FMK-normalized combination treatments with AZD8186. **d** Mean combination indices are shown as color-coded heatmaps as indicated by the legend. All data are representative of at least three independent experiments. Error bars correspond to the mean  $\pm$  SD.

**Supplementary Fig. 12. The combination of AZD8186 and AZD2014 induces apoptosis, proliferation arrest and cell cycle inhibition.**

**a** AZD8186 and AZD2014 synergistically induce apoptosis when compared to AZD8186 alone in BJAB, HBL-1, WSUDLCL2, but not in OCI-Ly2 cells. Cells were treated for 48 hours, data are shown as mean  $\pm$  standard error of the mean after normalization of Annexin V-positive cells to DMSO-treated cells. Representative data of at least two independent experiments are shown. **b** Combination of AZD8186 and AZD2014 inhibits cell proliferation in combination-sensitive cell lines (OCI-Ly2, BJAB, HBL-1, WSUDLCL2). CFSE dilutions are measured at 120 hours of treatment, representative data of at least two independent experiments are shown. **c** AZD8186 and AZD2014 combinatorial treatment induces cell cycle arrest in G0/G1 phase after

24 hours in OCI-Ly2, BJAB, HBL-1, and WSUDLCL2 cells. Means  $\pm$  SD of at least three independent experiments are shown.

**Supplementary Fig. 13. Body weight curves of *in vivo* models after AZD8186 and AZD2014 combination treatment.**

Body weights of **a** OCI-Ly10, K422 xenograft mouse models and **b** WEHA, KTC PDX mouse models following treatments of vehicle control (blue), AZD2014 15 mg/kg (dark green), AZD8186 50 mg/kg (light green), and AZD2014 + AZD8186 (red). Treatment was initiated after animals developed macroscopic signs of tumors (day 11 for KTC, day 12 for WEHA after engraftment). Data are shown at indicated timepoints as means  $\pm$  standard error of the mean.

**Supplementary Table 1. Sequences of utilized shRNAs.**

| Target gene   | 5'-3' shRNA sequence  |
|---------------|-----------------------|
| <i>PIK3CA</i> | GGACAACTGTTTCATATAGAT |
| <i>PIK3CB</i> | GCAACAGCTTTGCATGTTAAA |
| <i>PIK3CD</i> | GGGTCTTGGGTACGAGAATTC |
| <i>MSMO1</i>  | CTCTCAACCCTTTAAATCTGA |

**Supplementary Table 2. Western blot antibodies.**

| Antibody                 | Source            | Provider       | Catalogue number |
|--------------------------|-------------------|----------------|------------------|
| p-AKT (Thr308)           | Rabbit monoclonal | Cell Signaling | #2965            |
| p-AKT (Ser473)           | Rabbit monoclonal | Cell Signaling | #4058            |
| AKT                      | Rabbit polyclonal | Cell Signaling | #9272            |
| $\alpha$ -Tubulin        | Mouse monoclonal  | Sigma          | T9026            |
| BCLXL (BCL2L1)           | Rabbit monoclonal | Cell Signaling | #2764            |
| p-c-Jun (Ser63)          | Rabbit monoclonal | Cell Signaling | #91952           |
| c-Jun                    | Rabbit monoclonal | Cell Signaling | #9165            |
| c-MYC                    | Rabbit monoclonal | Abcam          | ab32072          |
| IRF4                     | Rabbit polyclonal | Cell Signaling | #4964            |
| JunB                     | Rabbit monoclonal | Cell Signaling | #3753            |
| JunD                     | Rabbit monoclonal | Cell Signaling | #5000            |
| NF- $\kappa$ B p65/RelA  | Rabbit monoclonal | Cell Signaling | #8242            |
| NF- $\kappa$ B1 p105/p50 | Rabbit polyclonal | Cell Signaling | #3035            |
| PARP                     | Rabbit polyclonal | Cell Signaling | #9542            |
| PI3 Kinase p110 $\alpha$ | Rabbit monoclonal | Cell Signaling | #4249            |
| PI3 Kinase p110 $\beta$  | Rabbit monoclonal | Cell Signaling | #3011            |
| PI3 Kinase p110 $\delta$ | Rabbit monoclonal | Millipore      | #04-401          |
| p-PRAS40 (Thr246)        | Rabbit polyclonal | Thermo         | 44-1100G         |
| PTEN                     | Mouse monoclonal  | Santa Cruz     | sc-7974          |
| p-S6 (Ser235/236)        | Rabbit polyclonal | Cell Signaling | #2211            |

How the deposited data were processed for this re-analysis (not part of the article)

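RNA was sequenced from 4 DLBCL cell lines, the ABC lines OCI-Ly10 and TMD8 and the GCB lines HT and K422, after AZD8186 (0.5 µM) or DMSO. There are 30 libraries in 15 pairs of an AZD8186 and a DMSO library of the same cell line and time point. Each line has 6, 12, 18 and 24 h apart from TMD8, which has no 12 h libraries. Conditions were taken from the sample labels, which name DMSO as the control, while the series' own description calls the controls untreated. The dose was taken from the paper's Supplementary Methods. According to those methods, RNA was isolated with the NucleoSpin RNA Plus kit, reads were aligned with HISAT2 to the human transcriptome and RSEM summed them per gene. The labels name GRCh38.p12, and the transcripts are RefSeq's. Versions of HISAT2 and RSEM are not given in the sources used here. The expected counts, as deposited by the authors for 21112 genes per library, are RSEM's estimates without normalization. The TPM, as deposited by the authors, are RSEM's counts divided by effective length and library total. The FPKM, as deposited by the authors, are RSEM's fragments per kilobase of effective length scaled to the library. In a library 23.65% to 29.25% of the genes had an expected count that was not exactly whole as printed, with 2 decimals. TPM served as an alternative and FPKM was not used here.

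Totals ranged from 15820230 to 23579029 per library (median 18591638). Ribosomal RNA took 0.690% to 4.35% of the counts and MTRNR2L genes, which resemble mitochondrial ribosomal RNA, 0.183% to 1.30%. No pair of libraries of a cell line was a copy of another. In 14 of the 15 pairs the AZD8186 library's deviations from the mean of its cell line and treatment correlated best with those of its own DMSO library. Counts were rounded and filtered with edgeR's filterByExpr by treatment. They were normalized by TMM and tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F test of treatment, with cell line and time point as terms, in each subtype. Differences of the response between cell lines, between 18 to 24 h and 6 to 12 h and between subtypes were tested as interaction terms with the pair as a block. The pairs come from the labels' cell line and time point. Genes were called at an adjusted p under 0.05 by Benjamini and Hochberg's method. Log2 ratios per pair used log2 CPM with a prior count of 2.

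The 27 gene lists were written from memory before the data were examined, as were the tests, the alternatives and the rule for named genes. They cover NF-κB targets, AP-1, early genes of B-cell receptor and MAP kinase signaling, MYC targets, ribosome biogenesis, ribosomal proteins, sterol and fatty acid synthesis, FOXO targets, interferon-stimulated genes, ATF4 targets with amino acid transport, glycolysis, chaperones, G1/S, G2/M, CDK inhibitors, apoptosis, B-cell identity, plasma cells, germinal center, the PI3K pathway, markers of T cells, myeloid cells and stroma, mitochondrially encoded genes, ribosomal RNA, histones and immunoglobulins. They were compared with the other genes by camera (limma 3.58.1) with a preset correlation of 0.01, also with an estimated correlation, and tested by fry. Named genes are those the paper names, the 12 largest changes per direction among called genes with a mean of at least 5 CPM and 1 direction in every pair, the 4 smallest p of each list and the 5 smallest p per direction of each difference. The paper's tables, which come from the same libraries, had been read when this rule was written. The lists hold genes of those tables, such as TNF, TRAF1 and EGR2, so the list tests are not blind to these data.

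Alternatives were DESeq2 size factors, DESeq2 1.42.0, limma-voom, no filter on low counts, at least 5 CPM in 7 libraries, other terms, the pair as a block, log2(TPM + 1), leaving out ribosomal RNA and histone genes, each pair or a time point, each cell line alone, 4 cell lines as replicates, and other thresholds. Chosen after the data were seen were TPM scaled without ribosomal protein genes and the subtype difference over genes that passed the filter in both subtypes. On simulated counts with about as many libraries and genes, edgeR called 69.2% of genes changed 1.5-fold, 89.4% of those changed 2-fold and 100% of those changed 4-fold in ABC, with 0 of 168 calls false. In GCB it called 82.1%, 89.6% and 100%, with 4 of 184 calls false. For the subtype difference it called 56.7%, 78.8% and 93.9%, with 13 of 165 calls false. camera called 0 of 40 unchanged lists and 1 of 1 changed list, with the preset and with an estimated correlation. These counts held 195 changed genes in ABC and 199 in GCB, where 3327 and 5416 genes were called in the data. With 1 changed list, they do not tell whether list p-values hold where the genes of a list are correlated. In the data the estimated correlation was 0.27 for NF-κB targets in ABC, 0.479 for MYC targets in GCB and 0.895 for ribosomal proteins. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 read and drew the data. The authors' gene set enrichment and their test in MATLAB were not repeated here.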

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

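The tests of a decline in DMSO cultures, of an early response of similar size in both ABC lines, of a wrong cell line and of a single K422 pair were chosen only after the result was seen.

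In TMD8 at 6 h the pair's log2 ratios lay below the other ABC pairs, a library far from the rest, for NFKBIA (-1.88), TNF (-3.86), CFLAR (-1.42), NOP16 (-1.14), MYC (-1.35), the median of the NF-κB targets (-1.14) and that of the MYC targets (-0.57); 8 of 87 groups held such a library, where chance gives about 5% of groups. A wrong treatment is argued against by the pair's correlation across genes with the mean of the other TMD8 pairs (r = 0.43, genes not being independent replicates). A wrong cell line is too, since on the genes that differ at least 4-fold between TMD8 and another line both libraries of the pair lay nearer to the other TMD8 libraries in at least 97% (lowest of 2 libraries and 3 lines). So is a trend with transcript length or expression, by the NF-κB median, which stayed 0.64 below the lowest other pair (-0.643) after the trend was taken out. An early response of similar size in both ABC lines is argued against, since the OCI-Ly10 median at 6 h lay 0.049 above the mean of its later pairs, which differ among themselves by 0.21, where that of TMD8 lay 1.03 below (-1.03). MYC at 6 h differed from its later mean by -0.015 in OCI-Ly10 and by -1.50 in TMD8. A smaller early response in OCI-Ly10 is not excluded by its 1 pair. A wrong time point, or an early response of TMD8 alone, may underlie the pattern, and with 1 library per treatment neither could be tested. RNA or library quality stays open and was not tested: the AZD8186 library of this pair had the highest share of ribosomal RNA of all 30 (4.35%), and the pair the highest median log2 ratio of ribosomal RNA genes (1.03).

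Ribosomal protein genes, which the paper does not discuss, had a median log2 fold change of 0.35 in ABC. Scaling between libraries is argued against, since that median lay 0.36 above lists matched on mean expression (highest 0.13). Transcript length is too, since 0 of 10000 lists matched on length and expression reached it (highest 0.21). A decline in DMSO cultures over time remains possible: from 6 to 24 h the median fell in DMSO by 0.45 in OCI-Ly10 (-0.454) and 0.61 in TMD8 (-0.607), and changed under AZD8186 by 0.12 and -0.25. It cannot be told apart from an effect of AZD8186 that grows with time, since each time point has 1 DMSO library.

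MYC targets fell further in K422 than in HT, a tested difference between groups. A larger response of K422 over all genes may account for part of this. Lists matched on expression and on the change in HT had a median difference of -0.135, against -0.324 for the MYC targets. As the whole of the difference it is argued against, since 0 of 10000 matched lists reached that of the MYC targets (lowest -0.29). Those lists need not share the correlation of the MYC targets (estimated at 0.479 in GCB), so their spread may be too narrow. A single K422 pair is argued against, since the highest K422 median lay below the lowest HT median (-0.167; exact two-sided permutation of the 8 pairs, p = 0.0286). With DESeq2 size factors the difference was -0.32 (-0.315). That does not decide on scaling, since these factors moved the median log2 fold change of all genes in GCB only from 0.0249 to 0.0296. A difference in biology between the lines may underlie the larger fall in K422, as a hypothesis. With 1 line each, it is not separated from anything else in which the cultures differ.

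The interferon-stimulated genes had their highest ABC median in TMD8 at 18 h (0.95), a library far from the others. The response differed by edgeR's test between the ABC lines in 49 genes, between the GCB lines in 1823 and between the subtypes in 1512. Between subtypes (GCB minus ABC) the log2 fold change of these genes differed: JUN (1.68), JUNB (0.69), JUND (1.10), NFKBID (1.85), NFKBIE (0.55), NFKBIA (0.88), CFLAR (0.97), BCL2L1 (1.08), SCD (-0.74) and SLC7A5 (-0.76). Between the lines, CCL22 differed in ABC (TMD8 minus OCI-Ly10, -1.75), and in GCB (K422 minus HT) DUSP2 (-0.76), JUNB (-0.37), EIF2S1 (-0.38), LYAR (-0.46), NOP16 (-0.64), SCD (-0.60), SLC1A5 (-0.57), SLC7A5 (-0.43), TFRC (-0.36) and TRIB3 (-0.85).

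Gene groups outside those the paper discusses also changed. In ABC the medians were 0.33 for FOXO targets, -0.28 for chaperones and 0.44 for B-cell identity. In GCB they were 0.18 for ribosomal proteins, -0.48 for sterol and fatty acid synthesis, 0.97 for FOXO targets, 0.64 for interferon-stimulated genes, -0.25 for ATF4 targets and amino acid transport, -0.27 for glycolysis, -0.49 for chaperones, 0.85 for CDK inhibitors, 0.38 for B-cell identity and 0.58 for germinal center genes. With an estimated correlation none of these lists passed (adjusted p = 0.254 in ABC and 0.21 to 0.585 in GCB). CXCR4, a chemokine receptor below the filter in GCB, had a log2 fold change of 5.69 in K422 when that line was tested by itself (SE 0.46, adjusted p = 2.17e-04, edgeR) and of 0.46 (SE 0.11, adjusted p = 0.00701) in ABC. In K422 it went from counts of 14, 5, 8 and 2 under DMSO to 130, 343, 457 and 581 under AZD8186 at 6, 12, 18 and 24 h.

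Other splits of the libraries were counted for each comparison. For AZD8186 against DMSO 1 of 64 splits in ABC, the real one, called as many genes as the real one (3327, highest other 1217). In GCB 1 of 100 drawn did (5416, highest other 3238). For the cell lines 1 of 35 splits did in ABC (49, highest other 2) and 1 of 35 in GCB (1823, highest other 0). These counts argue against a random labelling of these libraries. They cannot exclude chance differences between cultures, since each cell line, treatment and time point has 1 library. For the time points the real count was 0 in ABC and in GCB, which each of the 35 of 35 splits must reach, so they tell nothing about chance (highest other 49 in ABC and 1823 in GCB), those highest splits being the ones by cell line, which points to a structure of the samples. For the subtypes the 3 splits are too few (1 of 3, with 1512 genes; highest other 96).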

How the results depend on the processing

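Scaling TPM without ribosomal protein genes was chosen after the data were seen, and the other alternatives here were planned. With the pair as a block the changed counts of ATF4 targets, PI3K genes, T-cell markers, CDK inhibitors and stromal markers stand beside those lists and those of DUSP5 and CD68 beside the genes, and it changed no other call of a gene or list named in the text. Over all genes it gave 1733 lower and 1861 higher in ABC, with 3262 of 3327 calls shared, and 2484 and 2747 in GCB, with 5132 of 5416. Among named genes 1744 values in ABC and 2200 in GCB kept direction and side of the threshold, 226 and 151 lost the call, 3 in ABC gained one, and 4 in ABC and 1 in GCB reversed. Depth limits genes with few counts, such as IL10 in GCB. The cause was not tested for any value that follows, apart from settings with fewer libraries or a stricter threshold, which call fewer genes by construction, and the ABC counts on log2(TPM + 1), where scaling without ribosomal protein genes left the median of all genes at -0.031 in place of -0.15.

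Without cell line and time as terms ABC had 75 lower and 97 higher genes, 3 lower and 0 higher NF-κB targets, 2 lower AP-1 genes and 2 lower MYC targets. GCB had 770 and 622 genes, 0 lower and 3 higher NF-κB targets and 30 lower MYC targets. On log2(TPM + 1) ABC had 4279 lower and 620 higher genes and 1 higher NF-κB target; with TPM scaled without ribosomal protein genes it had 1936 and 1239. In TMD8 alone 138 genes were lower and 265 higher, with 7 lower and 0 higher NF-κB targets, 2 AP-1 genes and 0 MYC targets lower (edgeR). In OCI-Ly10 alone 5 NF-κB targets were higher. In HT alone 2 NF-κB targets were lower and 3 MYC targets higher, and the NF-κB list passed in the upward direction (adjusted p = 0.0229). Its median log2 ratio was 0.106 at the lowest and 0.254 at the highest in the HT pairs. In both GCB lines together the NF-κB list passed upward by fry (0.0122), which tests against no change. Higher NF-κB targets in ABC were 4 with limma-voom, 4 at an unadjusted p under 0.05 and 5 without 6 h. At an unadjusted p under 5e-06 ABC had 84 lower and 93 higher genes, 6 lower and 0 higher NF-κB targets, 2 AP-1 genes and 2 MYC targets lower. GCB had 433 and 345 genes, 3 lower and 2 higher NF-κB targets and 27 lower MYC targets. With an estimated correlation the adjusted p was 0.254 for NF-κB, 0.0805 for AP-1 and 0.254 for MYC targets in ABC, and 0.21 for MYC targets in GCB. The subtype difference was 836 genes without 12 h and 0 with 4 cell lines as replicates (limma; 1408 of 11286 at an unadjusted p under 0.05).

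Leaving out each pair gave 970 to 1893 lower and 1124 to 1965 higher genes in ABC, 15 to 23 lower and 1 to 5 higher NF-κB targets, 5 to 10 lower AP-1 genes and 24 to 42 lower MYC targets, and in GCB 0 to 1 higher MYC target. The MYC gene in ABC had -0.18 to 0.047 (highest without TMD8 at 6 h), and 0.061 without 6 h, and RELA -0.030 to 0.029, and 0.039 without 6 h. CD33 in GCB had 0.081 in K422 alone. Leaving out each pair gave adjusted p of 0.00817 to 0.924 for G2/M in ABC and 0.842 to 0.995 for T-cell markers in GCB. These list tests changed direction, none with an adjusted p under 0.05. In ABC they were myeloid markers (0.598 with no count filter, 0.857 in TMD8 alone), ribosomal RNA (0.654 in OCI-Ly10 alone) and G2/M (0.924 without TMD8 at 24 h). In GCB they were plasma cell genes (0.934 with limma-voom, 0.925 at 5 CPM), T-cell markers (0.908 with limma-voom, 0.862 with no count filter, 0.736 at 5 CPM, 0.954 without terms, 0.831 in HT alone, 0.838 in K422 alone, 0.943 without HT at 24 h), G1/S (0.986 in HT alone), apoptosis (0.831 in HT alone) and AP-1 (0.508 in K422 alone).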

Differences from the paper's values

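In the GCB lines 433 genes were lower at an unadjusted p under 5e-06, where the paper's Table S5 lists 107. Of the alternatives set before the data were examined, K422 alone (123) came within 1.5 times of the paper's count and the others did not. The tables do not define their term, which was read here as an unadjusted p. The paper's test was made in MATLAB over all time points, and its terms for cell line and time are not given.

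At an unadjusted p under 0.05 the paper's counts are those of its panels. In ABC 2258 genes were lower, with about 1300 in Fig. 2b, read by eye. The alternatives at least 5 CPM in 7 libraries (1917), cell line alone as a term (1886), TMD8 alone (1128), and no OCI-Ly10 pair at 18 h (1853) or at 24 h (1859) came within 1.5 times, and the others did not. In ABC 2361 were higher, with about 1200 in Fig. 2b, read by eye; log2(TPM + 1) (815) and TMD8 alone (1424) came within 1.5 times and the others did not. In GCB 2890 were lower, with about 1600 in Fig. 3b, read by eye; no terms for line and time (1395) came within 1.5 times and the others did not. In GCB 3250 were higher, with about 2000 in Fig. 3b, read by eye; 5 CPM (2903), log2(TPM + 1) (2469), HT alone (2500), K422 alone (2931), and no K422 pair at 12 h (2907), 18 h (2849) or 24 h (2840) came within 1.5 times and the others did not.

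Of 106 tested genes that the paper's Table S5 lists as downregulated, 104 were lower here. The other genes had positive log2 fold changes: RSAD2, 1.20 (SE 0.31, adjusted p = 0.00539), and MID1IP1, 0.84 (SE 0.13, adjusted p = 0.000107) (edgeR). With DESeq2 neither passed, RSAD2 at 0.31 (adjusted p = 0.666) and MID1IP1 at 0.19 (0.824), nor did they without cell line and time as terms (0.569 and 0.873), and on log2(TPM + 1) RSAD2 did not pass (0.105).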

Other observations

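All lists and their tests were planned, and members named here because few passed were chosen after their values were seen.

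Of 24 measured glycolysis genes 9 were lower and 0 higher in ABC by edgeR (1 higher at an unadjusted p under 0.05; 10 lower and 1 higher when adjusted over the list alone; median log2 fold change -0.20, camera, adjusted p = 0.0014, and adjusted p = 0.254 with an estimated correlation). In GCB 15 were lower and 0 higher (also 0 at an unadjusted p under 0.05; 15 lower when adjusted over the list alone; median -0.27, camera, adjusted p = 2.59e-05, and adjusted p = 0.322 with an estimated correlation). HK2, a hexokinase, had -0.43 (SE 0.10, adjusted p = 0.00717) in ABC and -0.69 (SE 0.071, adjusted p = 3.5e-06) in GCB, and LDHA, lactate dehydrogenase A, -0.39 (SE 0.085, adjusted p = 0.00414) and -0.60 (SE 0.084, adjusted p = 4.7e-05). In ABC 4 glycolysis genes were lower without the OCI-Ly10 pair at 18 or 24 h. Without its pair at 6 h or both pairs at 6 h 2 were higher there, without the TMD8 pair at 6 h 1 was, and in GCB 1 was higher without the K422 pair at 6 or 24 h or without 6 h, and 2 in HT alone. In TMD8 alone 1 was lower.

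In ABC, 22 of 29 chaperones were lower and 0 higher (also 0 at an unadjusted p under 0.05 by edgeR; 25 lower when adjusted over the list alone; median -0.28, camera, adjusted p = 1.31e-08, and adjusted p = 0.254 with an estimated correlation), and in TMD8 alone 0 were lower. HSPA8, a cytosolic chaperone, had -0.72 (SE 0.13, adjusted p = 0.0011). Of 28 ATF4 targets and amino acid transporters 13 were lower and 0 higher (2 higher at an unadjusted p under 0.05; 14 lower when adjusted over the list alone; median -0.24, camera, adjusted p = 1.61e-04, and adjusted p = 0.254 with an estimated correlation), and 1 was higher without the OCI-Ly10 pair at 6 h or the TMD8 pair at 24 h, or with the pair as a block. Of 29 sterol and fatty acid genes 9 were lower and 2 higher (12 and 2 when adjusted over the list alone; median -0.17, camera, adjusted p = 0.00203, and adjusted p = 0.359 with an estimated correlation), and 1 was higher without the OCI-Ly10 pair at 18 or 24 h or the TMD8 pair at 18 h. LSS, lanosterol synthase, had 0.42 and FASN, fatty acid synthase, -0.57 (SE 0.10, adjusted p = 0.00114).

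Of the G1/S genes 12 of 36 were lower and 0 higher in ABC by edgeR (1 higher at an unadjusted p under 0.05; 17 lower when adjusted over the list alone; median -0.17, camera, adjusted p = 4.99e-05, and adjusted p = 0.413 with an estimated correlation). In GCB 10 of 35 were lower and 0 higher (also 0 at an unadjusted p under 0.05; 5 lower when adjusted over the list alone; median -0.21, camera, adjusted p = 0.00177, and adjusted p = 0.679 with an estimated correlation). CDC25A, a phosphatase that activates CDK2, had -0.52 (SE 0.076, adjusted p = 0.00039) and -0.68 (SE 0.13, adjusted p = 0.000456). In K422 the list's median log2 ratio was 0.040 at 6 h, -0.28 at 12 h, -0.81 at 18 h and -1.11 at 24 h, and in HT 0.036, 0.010, 0.034 and 0.039 (median difference -0.58, camera, adjusted p = 6.29e-07, and adjusted p = 0.664 with an estimated correlation). In ABC 4, 3 and 3 G1/S genes were lower without the OCI-Ly10 pair at 12, 18 or 24 h, without the TMD8 pair at 6 h 20, without that at 18 h 6 and without 6 h 25. In GCB 5 were lower without the K422 pair at 18 h and 6 without that at 24 h. The GCB lines differed. In K422 alone 17 were lower and 0 higher, while in HT alone 8 were lower and 6 higher and the list did not pass (adjusted p = 0.986), nor did it in both lines by fry (0.128). In OCI-Ly10 alone 20 were lower, and in TMD8 alone 0 were lower and 1 higher.

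Of 35 G2/M genes 13 were higher and 0 lower in GCB (also 0 at an unadjusted p under 0.05 by edgeR; 13 higher when adjusted over the list alone; median 0.12, camera, adjusted p = 0.0266, and adjusted p = 0.71 with an estimated correlation), such as CCNB2, a mitotic cyclin, with 0.54 (SE 0.071, adjusted p = 2.66e-05). In HT alone 21 members were higher, while in K422 alone 2 were lower and the list did not pass (adjusted p = 0.504). Nor did it pass without the HT pair at 12 h (adjusted p = 0.0533), the K422 pair at 6 h (0.057) or both pairs at 6 h (0.0819), or by fry (0.128). Without the K422 pair at 24 h 22 members were higher. In ABC 4 of 35 were lower, such as CKS2 (-0.46) and CCNB1 (-0.32), and 0 higher (1 at an unadjusted p under 0.05; 3 lower when adjusted over the list alone; median -0.048, camera, adjusted p = 0.245). The pairs at different times went opposite ways. At 6, 12, 18 and 24 h the list's median log2 ratio was 0.16, 0.16, -0.009 and -0.31 in OCI-Ly10, and at 6, 18 and 24 h 0.46, -0.31 and -0.41 in TMD8. The difference of 18 and 24 h against 6 and 12 h was -0.52 (camera, adjusted p = 4.37e-21, and adjusted p = 0.388 with an estimated correlation), with 0 of 35 genes passing by edgeR (30 lower at an unadjusted p under 0.05). In OCI-Ly10 alone 4 were higher, and in TMD8 alone 0 lower. Without the TMD8 pair at 6 h 7 were lower there and the list passed (adjusted p = 0.00817), as it did without 6 h (7.52e-04, with 12 lower). Without the OCI-Ly10 pair at 18 or 24 h or the TMD8 pair at 18 h 2 were lower, and without the TMD8 pair at 24 h 3 were higher.

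CDK inhibitors were higher in 5 of 6 and lower in 1 in GCB (the same counts when adjusted over the list alone; median 0.85, camera, adjusted p = 0.03, and adjusted p = 0.21 with an estimated correlation). Beside CDKN1B the higher ones were CDKN2C, CDKN1C, CDKN2B and CDKN2D (0.84, 2.06, 1.34 and 0.35). None was lower without the HT or the K422 pair at 18 or 24 h, with the pair as a block, with cell line as the only term, without terms or in either line alone. The list did not pass without the HT pair at 12 h (adjusted p = 0.0543) or 18 h (0.0655), at 5 CPM (0.0737), without terms (0.0687) or in K422 alone (0.0555, with 3 higher). In ABC 2 of 4 were higher, CDKN1B and CDKN2C (0.30 and 0.42), and 0 lower by edgeR at either an adjusted or an unadjusted p under 0.05 (the same counts when adjusted over the list alone; median 0.27, camera, adjusted p = 0.129, and 0.00654 by fry, which tests against no change).

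Other lists had members in both directions. Of the apoptosis regulators 8 of 21 were lower and 4 higher in ABC (8 and 5 when adjusted over the list alone; median -0.029, camera, adjusted p = 0.369), with BCL2 and BBC3 (0.47 and 0.40) among the higher ones. Of the list 4 were lower without the OCI-Ly10 pair at 18 h. In GCB 5 of 19 were lower and 6 higher (the same counts when adjusted over the list alone; median 0.079, camera, adjusted p = 0.581, and 0.0295 by fry), where BCL2, which opposes apoptosis, had 1.33 (SE 0.11, adjusted p = 5.26e-07) and BBC3, which encodes the BH3-only protein PUMA, 1.67 (SE 0.18, adjusted p = 5.04e-06). The lower ones there included FAS, TNFRSF10A and BAK1 (-0.50, -0.44 and -0.40). Of 13 plasma cell genes 6 were higher in ABC, such as TNFRSF17, which encodes BCMA (1.59 (SE 0.23, adjusted p = 0.000301)), and 3 lower, among them FKBP11 (-0.20) (3 lower and 8 higher when adjusted over the list alone; median 0.23, camera, adjusted p = 0.112). Of them 1 was lower without the OCI-Ly10 pair at 12, 18 or 24 h or the TMD8 pair at 6 or 18 h, or without 6 h, and without the OCI-Ly10 pair at 6 h (adjusted p = 0.0353) or both pairs at 6 h (0.0251) the list passed, as it did with cell line as the only term (0.0408), without terms (0.0173), on log2(TPM + 1) (0.0146), in TMD8 alone (0.00611) and by fry (0.0438). In GCB 4 of 11 were higher, JCHAIN, TNFRSF17, PIM2 and DERL3 (1.57, 1.29, 1.21 and 0.35), and 5 lower, among them SDC1, FKBP11 and SUB1 (-1.40, -0.55 and -0.26) (the same counts when adjusted over the list alone; median 0.018, camera, adjusted p = 0.747). There 2 were lower without the K422 pair at 12 h and 3 without that at 18 h. Germinal center genes in ABC were lower in 2 of 14, RGS13 and LMO2 (-1.78 and -1.59), and higher in 5, among them MME, GCSAM and KLHL14 (1.60, 1.44 and 1.17) (2 and 6 when adjusted over the list alone; median 0.17, camera, adjusted p = 0.155). Without the TMD8 pair at 6 or 24 h 1 was lower, and without the OCI-Ly10 pair at 24 h 3 were higher. That list passed at 5 CPM (0.0433), on log2(TPM + 1) (0.0223) and by fry (0.0085).

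Of PI3K pathway genes 2 of 30 were lower in ABC, SGK1 among them, and 5 higher, among them PIK3CG, INPP5D and PIK3R1 (0.83, 0.49 and 0.48) (the same counts when adjusted over the list alone; median 0.060, camera, adjusted p = 0.552). Of them 3 were higher without the OCI-Ly10 pair at 18 h, without its pair at 24 h or the TMD8 pair at 24 h 3 higher and 1 lower, and without the TMD8 pair at 18 h 1 lower. Without the TMD8 pair at 6 h or with the pair as a block 8 were higher, and without 6 h 8 higher and 4 lower. In GCB 4 of 24 were lower, among them INPP5D and PIK3AP1 (-0.48 and -0.20), and 5 higher, among them PIK3IP1, RICTOR, PIK3CA and PIK3CD (1.93, 0.52, 0.43 and 0.34) (2 and 5 when adjusted over the list alone; median 0.026, camera, adjusted p = 0.648). Without any 1 HT pair or the K422 pair at 24 h 2 were lower, and 1 without 6 h, where PIK3AP1 did not pass (adjusted p = 0.0525). By fry the PI3K list passed in ABC (0.0421) and in GCB (0.00927).

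Markers of other cell types were mostly below the filter, and their counts were the same when adjusted over each list alone. In ABC 2 of 4 T-cell markers were higher, among them CD5 (0.51), and 0 lower by edgeR at either an adjusted or an unadjusted p under 0.05 (camera, adjusted p = 0.133; 0.0107 on log2(TPM + 1), 0.0171 in TMD8 alone and 0.0102 by fry). There 1 was higher without any 1 pair but that of OCI-Ly10 at 6 h and with the pair as a block, and 1 was lower without any 1 TMD8 pair or without 6 h. TYROBP was higher (0.79; 1 of 4 myeloid, adjusted p = 0.544), and VIM and COL3A1 were lower (-0.56 and -1.58; 2 of 3 stromal, adjusted p = 0.0718, and 9.73e-04 by fry). In GCB 2 of 6 T-cell markers were higher, CD3E and CD3G (0.74 and 0.32), and 2 lower, among them CD247 (-0.29; adjusted p = 0.882), with 1 lower without the K422 pair at 6 or 24 h or without 6 h. Of 2 myeloid markers CD68 was higher and CD33 lower (0.51 and -0.29). CD68 did not pass without the HT pair at 18 or 24 h or the K422 pair at 12, 18 or 24 h (adjusted p = 0.0589 to 0.116) or with the pair as a block (0.0672), nor did CD33 without the HT pair at 6, 18 or 24 h (0.0503 to 0.0708) or without 6 h (0.0628). Of 3 stromal markers 2 were higher, DCN among them (0.67; adjusted p = 0.37, and 0.0252 by fry), and 1 without the HT pair at 6, 18 or 24 h or the K422 pair at 12 or 24 h, without 6 h or with the pair as a block.

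Of ribosomal RNA genes 1 of 12 was higher in ABC and 0 lower by edgeR (1 lower at an unadjusted p under 0.05; camera, adjusted p = 0.232). None was higher without the OCI-Ly10 pair at 18 h or without 6 h, 2 were lower without the OCI-Ly10 pair at 6 or 12 h and 1 without the TMD8 pair at 6 h or both pairs at 6 h. That list passed in TMD8 alone (0.00929, with 2 higher and 1 lower) and on log2(TPM + 1) (0.00435). In GCB 3 of 12 were higher (adjusted p = 0.451), none without the HT pair at 6 h or the K422 pair at 12 or 18 h and 1 without that at 24 h, 6 in HT alone and none in K422 alone. Of histone genes 7 of 35 were higher in ABC (adjusted p = 0.0758). There were 11 higher and 1 lower without the OCI-Ly10 pair at 6 h, 1 lower without 6 h, and without its pair at 18 or 24 h or the TMD8 pair at 18 h 4 were higher. That list passed without the OCI-Ly10 pair at 6 h (adjusted p = 0.0316) or 24 h (0.0357) or the TMD8 pair at 24 h (0.0297), at 5 CPM (0.00518), on log2(TPM + 1) (4.08e-04) and in TMD8 alone (7.17e-04, with 0 higher). In GCB 6 of 8 were higher (adjusted p = 0.0685). The list passed there without the HT pair at 6 h (0.0309), 18 h (0.0406) or 24 h (0.0492) or the K422 pair at 6 h (0.0494), or both pairs at 6 h (0.0323). It also passed with limma-voom (0.023), with cell line as the only term (0.0441), on log2(TPM + 1) (0.0146), in K422 alone (0.00501) and by fry (0.0349). In HT alone 0 were higher, and the list's median log2 ratio at 6, 12, 18 and 24 h was -0.34, 0.25, 0.086 and 0.39 there and 0.17, 0.67, 1.55 and 1.67 in K422. These counts were the same when adjusted over each list alone. None of the mitochondrially encoded genes listed is in the files, and the 2 immunoglobulin genes in the files did not pass the filter on low counts in either subtype, so none was tested.

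Over 10203 genes tested in both subtypes, 846 were lower in both and 913 higher in both, where 336.3 and 399.8 would be shared by independent calls; 101 were lower in ABC and higher in GCB, and 88 the reverse. Across genes, which are not independent replicates, the log2 fold changes had Pearson's r of 0.456 and Spearman's rho of 0.51.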
